# Ischemic heart injury leads to HIF1-dependent differential splicing of CaMK2γ

**DOI:** 10.1038/s41598-021-92426-2

**Published:** 2021-06-23

**Authors:** Allison Lesher Williams, Chad B. Walton, Blake Pinell, Vedbar S. Khadka, Brandyn Dunn, Katie Lee, M. C. Therese Anagaran, Abigail Avelar, Ralph V. Shohet

**Keywords:** Transcriptomics, Gene expression, RNA sequencing

## Abstract

Ischemic heart disease is a leading cause of heart failure and hypoxia inducible factor 1 (HIF1) is a key transcription factor in the response to hypoxic injury. Our lab has developed a mouse model in which a mutated, oxygen-stable form of HIF1α (HIF-PPN) can be inducibly expressed in cardiomyocytes. We observed rapid cardiac dilation and loss of contractility in these mice due to lower expression of excitation–contraction coupling genes and reduced calcium flux. As alternative splicing plays an underappreciated role in transcriptional regulation, we used RNA sequencing to search for splicing changes in calcium-handling genes of HIF-PPN hearts and compared them to previous sequencing data from a model of myocardial infarction (MI) to select for transcripts that are modified in a pathological setting. We found overlap between genes differentially expressed in HIF-PPN and post-MI mice (54/131 genes upregulated in HIF-PPN hearts at 1 day and/or 3 days post-MI, and 45/78 downregulated), as well as changes in alternative splicing. Interestingly, calcium/calmodulin dependent protein kinase II, gamma (*CAMK2G*) was alternatively spliced in both settings, with variant 1 (v1) substantially decreased compared to variants 2 (v2) and 3 (v3). These findings were also replicated in vitro when cells were transfected with HIF-PPN or exposed to hypoxia. Further analysis of CAMK2γ protein abundance revealed only v1 was detectable and substantially decreased up to 7 days post-MI. Rbfox1, a splicing factor of *CAMK2G*, was also decreased in HIF-PPN and post-MI hearts. Subcellular fractionation showed CAMK2γ v1 was found in the nuclear and cytoplasmic fractions, and abundance decreased in both fractions post-MI. Chromatin immunoprecipitation analysis of HIF1 in post-MI hearts also demonstrated direct HIF1 binding to *CAMK2G*. CaMK2 is a key transducer of calcium signals in both physiological and pathological settings. The predominantly expressed isoform in the heart, CaMK2δ, has been extensively studied in cardiac injury, but the specific role of CaMK2γ is not well defined. Our data suggest that loss of CaMK2γ after MI is HIF1-dependent and may play an important role in the heart’s calcium signaling and transcriptional response to hypoxia.

## Introduction

Ischemic heart disease, resulting from occlusion of coronary arteries, is a major cause of morbidity and mortality in the developed world and can manifest as myocardial infarction, sudden cardiac death, and heart failure (ischemic cardiomyopathy)^1^. The often abrupt loss of oxygen delivery produces hypoxia and triggers metabolic and oxidative stress, particularly in an organ with high energy requirements^2^. Subsequently, the heart undergoes a number of adaptive and maladaptive changes in response to hypoxia, which can further impair heart function and ultimately lead to heart failure^3^.

Hypoxia inducible factor 1 (HIF1) is the central actor of an ancient, highly conserved pathway that responds to low oxygen conditions. This transcription factor is composed of two subunits- HIF1β, which is constitutively expressed, and the oxygen-sensitive HIF1α. In normoxic conditions, prolyl and asparaginyl hydroxylases modify residues on HIF1α that limit its transcriptional activity and target the protein for degradation^4^. During hypoxia, these post-translational modifications are limited, which allows HIF1α to enter the nucleus, dimerize with HIF1β, and bind to genomic hypoxia response elements (HREs) to promote transcription^4^. Our lab generated a transgenic model (termed HIF-PPN) in which the three amino acids of HIF1α that are typically hydroxylated (Pro402, Pro564, and Asn803) were mutated to stabilize the protein under normal oxygen conditions^5^. When HIF-PPN was expressed in cardiomyocytes in vivo, we observed a substantial decrease in cardiac contractility and reduced calcium flux, which correlated with decreased expression of excitation–contraction coupling genes including SERCA2, RYR2 and PLN^5^.

Alternative splicing has emerged as an important way to modify and diversify transcripts in order to respond to environmental stimuli. Recently HIF1-dependent changes in splicing factor expression were found to drive the maladaptive fructose metabolism observed in heart disease^6^. Given the crucial role of calcium signaling to proper heart function and the calcium-dependent dysfunction in our HIF-PPN hearts, we examined changes in alternative splicing that could affect calcium handling. We found that calcium/calmodulin dependent protein kinase II, gamma (*CAMK2G*) was alternatively spliced in our HIF-PPN hearts, as well as after coronary artery ligation, which mimics conditions observed during a myocardial infarction^7^.

CaMK2 is an important signaling molecule that is involved in a number of maladaptive responses to cardiac stress^8–12^. There are 4 isoforms of CaMK2 (α, β, δ, and γ), which retain largely identical functional domains and form a 12-subunit holoenzyme that is activated by, and propagates, calcium-dependent signaling cascades^13,14^. In the heart two isoforms of CaMK2, calcium/calmodulin dependent protein kinase II, delta (CaMK2δ) and CaMK2γ, are predominant^15^. CaMK2δ, which is expressed at much higher levels than CaMK2γ, is known to be involved in pathological signaling in numerous models of heart disease^15,16^. Most studies have focused on CaMK2δ, and very little is known regarding CaMK2γ. In this study, we demonstrate that CaMK2γ is substantially decreased after myocardial infarction through alternative splicing, and that this change appears to be at least partially dependent on HIF1.

## Materials and methods

### Mice and reagents

All animal work was performed in accordance with relevant guidelines, including the Guide for the Care and Use of Laboratory Animals, AAALAC and University of Hawaii Animal Welfare Program. All animal protocols and experiments were approved by the Institutional Biosafety Committee and the IACUC of the University of Hawaii at Manoa. All studies were also performed in compliance with the ARRIVE guidelines. HIF1α-PPN/tTA mice were generated as described previously^5^. Briefly, mice with αMHC-driven expression of the tetracycline transactivator (tTA) (Jackson strain 003170), were bred with a mutated HIF1α transgenic line driven by a tetracycline-response element. The mutated HIF1α has 3 amino acid substitutions (Pro402, Pro564 and Asn803 to Ala; denoted HIF-1α-PPN) that allow its stable expression under normal oxygen conditions. The HIF-PPN transgene also includes a carboxy-terminal HA tag to distinguish the transgene product from the endogenous protein. Double transgenic mice (tTA/HIF1α-PPN) were maintained on 200 μg doxycycline per ml of 2.5% sucrose-water to suppress HIF-1α-PPN expression from conception. Doxycycline was removed for 3 days to induce expression of HIF-PPN while control mice continued to receive doxycycline. All experiments used 6 to 8-week old male mice. For myocardial infarction experiments, C57BL/6 male mice between 8–12 weeks of age (> 25 g) were used. When possible, littermate controls were used.

Antibodies used in this study were purchased from the following sources: rabbit anti-Camk2 gamma (Novus Biologicals, NBP2-15686), rabbit anti-histone H3 (Proteintech, 9715S), rabbit anti-mouse HIF1α (Novus Biologicals, NB100-479), mouse anti-rabbit GAPDH (Sigma, clone GAPDH-71.1, G8795 or Thermo Fisher, clone 6C5, AM4300), rabbit anti-human Rbfox1 (Invitrogen PA5-103622), and mouse anti-myc tag (Invitrogen MA1-21316, Myc.A7). The HIF-PPN plasmid was generated using a CMV promoter and human HIF-1α cDNA with the same mutations as described in the HIF-PPN mouse. Recombinant myc-tagged Camk2g isoforms were purchased from Origene and used to validate Camk2 gamma antibody (Supplementary Fig. 1). Rbfox1 antibody data is shown in Supplementary Fig. 2.

### RNA isolation and real-time PCR

To isolate total RNA, frozen heart tissue was pulverized and processed using a Qiagen RNeasy or miRNeasy mini kit according to manufacturer’s instructions. 1 μg RNA was then reverse transcribed using a Quanta qScript cDNA Synthesis Kit. Semi-quantitative real-time PCR was performed using FastStart Universal SYBR Green Master Mix (Roche) or QuantiTect SYBR Green PCR Kit (Qiagen). Primers were designed (Table 1) or purchased from Qiagen (Rbfox1, QuantiTect Primer Assay). When possible, primers were designed to span exon-exon junctions. Samples were run on a 7900HT Fast Real-Time System or QuantStudio 12 K Flex Real-Time PCR System (Applied Biosystems) and relative expression was calculated by ΔΔC_t_ according to standard methods. Tangerin (*EHBP1L1*) transcript was used for normalization as its expression has previously been shown to be unaltered by hypoxia^5^. Expression was then further normalized to the mean value of the control group (“on dox” or “sham I” heart fractions), with data displayed as fraction thereof (“on dox” or “sham I” set to a fold change value of 1.0).

**Table 1:** Primer sequences for real-time PCR.

Gene/transcript	Forward sequence	Reverse sequence
Camk2d (total)	GATGGGGTAAAGGAGTCAACTG	GATGGGGTAAAGGAGTCAACTG
Camk2g (total)	GATGGGGTAAAGGAGTCAACTG	GCAGCATATTCCTGCGTAGATG
Camk2g v1	ACCATGCTTGTCTCCAGGAACTTTT	TTTGTTGTTGCTCTGTGGCATTAGG
Camk2g v2	ACCATGCTTGTCTCCAGGAACTTTT	TTTTTGTTGTTGCTCTGTGGCTTGA
Camk2g v3	ACCATGCTTGTCTCCAGGAACTTTT	GTGGTTTGTGGTTCCTTGACACC
Ehbp1l1 (tangerin)	TTCCAGTTTGTGGCGTGTTAC	TTCCGCCGAGTCCATACCA
Rbfox1	TGACAGTTACGGACGAGTTTATG	GAACGAGACCCACATCATCAG

### RNA sequencing

Total RNA was isolated as described above and sent to the Virginia Bioinformatics Institute at Virginia Polytechnic Institute and State University for preparation, Illumina-based sequencing (paired-end) and analysis. Sequencing files were converted to fastq files and demultiplexed using CASAVA 1.8.0. Data quality was queried using a suite of custom perl and R scripts to calculate the mean quality score at each position read, as well as calculate the relative abundance of each nucleotide. Following quality control, sequences were trimmed for adaptor sequence and were matched to ensure that the same read was present in both the forward and reverse fastq files. Data analysis was performed using the Tuxedo suite of programs, which includes Tophat to map reads against the Bowtie build index of NCBI 37.1 mouse reference genome^17,18^. Cufflinks was used for quantitation and normalization. Cuffcompare/cuffdiff was used to identify differentially expressed genes and splicing events^19,20^. Subsequent analysis was performed using a similar approach with updated tools (Prinseq, Bowtie 2.2.5, Tophat 2.0.14, cufflinks 2.1.1 and Samtools 1.2) and genome build mm10 from UCSC. RNA-seq data from WT hearts 1 day and 3 days post-MI were generated as previously described^7^. Both the differentially expressed genes and alternatively spliced genes with a log_2_ (fold change) ≥ 1 or ≤ -1 (i.e. fold change ≥ 2) and FDR < 0.05 were analyzed by the functional annotation tool in the Database for Annotation, Visualization and Integrated Discovery (DAVID, v.6.8) program to search for enriched gene ontology (GO) terms^21^. All primary RNA-seq data are available on Gene Expression Omnibus under accession number GSE148351 and GSE104187.

### Myocardial infarction

To model myocardial infarction we performed permanent left anterior descending artery (LAD) ligation as previously described^7^. Briefly, the chest was depilated and mice were intubated for anesthesia with isoflurane. After left-lateral thoracotomy between the third and fourth rib, the pericardial sac was opened and LAD was ligated with 7.0 silk. Ischemia was confirmed by ST segment elevation on electrocardiogram (Power Laboratory, ADInstruments) and tissue blanching observed before incisions were sutured. Control sham surgeries were performed identically without artery ligation. At designated time points, mice were euthanized by CO_2_. Hearts were then removed, perfused with PBS, and further dissected into ischemic (free wall and border) and remote fractions, and flash frozen in liquid nitrogen.

### Western blotting

To prepare protein lysates, frozen whole heart tissue was pulverized before incubation with RIPA buffer plus protease inhibitors (complete mini protease inhibitor cocktail tablets, Roche). BCA assays were used to quantify protein concentrations according to manufacturer’s protocols (Pierce). Equal amounts of lysate (10–20 μg) were run on 8% SDS-PAGE gels (Tris–HCl) under reducing conditions before transfer to PVDF membrane (Immobilon-FL, EMD Millipore). Membranes were incubated with Odyssey blocking buffer (LI-COR) and probed with primary antibodies at room temperature for 1 h or 4 °C overnight. All primary antibodies were used at a 1:1000 dilution except GAPDH (Sigma, 1:20,000 or Thermo Fisher, 1:4000). Blots were then washed in PBS + 0.1% Tween-20 before incubation with secondary antibody (IRDye® 800CW Donkey anti-Goat IgG, IRDye® 800CW Donkey anti-Rabbit IgG, or IRDye® 680RD Donkey anti-Mouse IgG) diluted at 1:10,000, for 1 h at room temperature. Blots were imaged using a Li-Cor Odyssey IR Imaging System and quantified by Image Studio densitometry analysis software.

### ChIP semi-quantitative PCR

Preparation of chromatin was performed as previously described^7^. Heart tissue was isolated from naïve and 1 day post-MI mice. After perfusion with PBS, the ischemic (free wall) portion of heart was dissected and weighed before flash freezing in liquid nitrogen. Tissue was pulverized before 30 min incubation with 1% formaldehyde in PBS at room temperature. 1.25 M glycine was added to a final concentration of 0.125 M and incubated for 5 min. Samples were then centrifuged for 200 xg for 10 min at 4 °C, washed and briefly homogenized in cold PBS using a PowerGen 125 homogenizer (Fisher Scientific) at medium power. Samples were centrifuged at 2300 xg for 5 min at 4 °C and resuspended in RIPA buffer containing protease inhibitors. Tissue was then incubated at 4 °C for 1 h before dounce homogenization and sonication using an EpiShear Probe Sonicator (Active Motif) for 20 pulses (30 s on/30 s off). MAGnify Chromatin Immunoprecipitation System (Life Technologies) was then used to isolate and purify DNA according to manufacturer’s instructions. Rabbit IgG and anti-HIF1α antibodies were used for immunoprecipitation. Purified DNA samples were run on a QuantStudio 12 K Flex Real-Time PCR System (Applied Biosystems) using primers listed in Table 2. Percent of total input DNA was then calculated.

**Table 2:** Primer sequences for ChIP PCR.

Gene	Forward sequence	Reverse sequence
Exon 1 HRE	TCTCCTCCTCTTGCTCCCT	TTGCCGAGCTCCTCGAAA
Intron 7 HRE	CTGTCAGCACTGCATTCTT	ACTATATAAGCTTTGACTCAGTACC
Intron 14 HRE	CCAGCGTGCACCTAATG	CACAGACATGCAGTGAGG

### Nuclear fractionation

Subcellular fractionation was performed as described previously^7^. Frozen, pulverized heart tissue was reconstituted in STM buffer and incubated on ice for 30 min. Lysate was vortexed for 15 s before centrifugation at 800 xg for 15 min at 4 °C. Supernatant was collected and used as cytoplasmic fraction. The pellet was resuspended again in STM buffer, vortexed and spun at 800 xg. The remaining pellet was next resuspended in NET buffer, vortexed for 15 s and then incubated on ice for 30 min. Samples were then sonicated using a Fisher Scientific Sonic Dismembrator (Model 100) once for 5-10 s at a power of 5 before centrifugation at 9000 × *g* for 30 min at 4 °C. Supernatant from this spin was collected as nuclear fraction. Protein was quantified by Bradford or BCA assay (Bio-Rad or Pierce, respectively) and equal amounts were loaded on 8% SDS-PAGE gels for western blotting as described.

### Cell culture

The murine HL-1 cell line (atrial cardiomyocyte-derived) was provided by Dr. Claycomb (Louisiana State University Medical Centre), and maintained in Claycomb Media as described^22^. For HIF-PPN experiments, cells were transfected with 500 μg HIF-PPN plasmid for 24 h using Lipofectamine LTX Plus (Thermo Fisher) according to manufacturer’s instructions. For hypoxia induction, cells were exposed to 1% O_2_ for 6–24 h using an InvivO2 400 hypoxia workstation (Baker-Ruskinn). Control cells were kept in a normal oxygen environment (21% O_2_). Cells were then washed with deoxygenated PBS and harvested in RIPA buffer or RNAlater for subsequent analysis.

### Statistics

Data were analyzed using GraphPad software. After assessment of normality, data were assessed using Student’s t-test for parametric and Mann–Whitney for non-parametric testing. For multiple groups, one-way ANOVA with Tukey test for multiple comparisons was used. Error bars indicate standard deviation (SD) unless otherwise indicated. A *p* value less than 0.05 was considered statistically significant.

## Results

### Differential gene expression

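The hearts came from mice in which doxycycline holds the HIF-PPN transgene, a HIF1α with 3 amino acid substitutions that keep it stable in normal oxygen, switched off, and in which removal of doxycycline switches it on under the αMHC-driven transactivator. RNA came from the ventricles of 3 control mice on doxycycline at 200 ug/ml and of 3 HIF-PPN mice 3 days after doxycycline was removed, was enriched for poly A RNA and was sequenced in paired ends. The authors mapped the reads with Tophat and Bowtie and quantified genes with Cufflinks and Cuffdiff, in the versions named in the methods. The deposited values used here are FPKM (fragments per kilobase of exon, scaled to the mapped fragments), with 1 value for the control group and 1 for the HIF-PPN group at each gene, in which the 3 mice of a group are already merged. Their gene positions match the mm10 (GRCm38) build. Of 23792 gene rows, 15547 have a value above 0 in both groups and 12114 reach 1 FPKM in at least 1 group. Each log2 fold change was computed as the log2 ratio of the HIF-PPN value to the control value, with no pseudocount, and differs from the authors' log2 value by at most 1.9e-05. The values carry no replicates, p-values or read counts, so no test across genes was made, the depth behind a value is unknown, and a difference at a single gene has no replicate check. For groups of genes, the median log2 fold change was set against the medians of 10000 random lists of as many genes matched on mean expression. The random lists hold unrelated genes, while genes of 1 list can vary together. A percentile among them therefore describes the spread between genes and not between mice.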

To gain a comprehensive view of HIF-driven transcriptional changes, we performed RNA sequencing on HIF-PPN hearts (n = 3 per group). Using a log_2_ fold change ≥ 1 and FDR < 0.05 as a cutoff, we found a total of 131 genes upregulated after 3 days of induction (by removal of doxycycline water) while 78 genes were downregulated compared to the control doxycycline group (Supplementary Table 1). 

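Eno2, which encodes a glycolytic enolase, stood furthest above its control level among the upregulated genes of Supplementary Table 1, at 0.348 FPKM in control hearts and 9.74 FPKM in HIF-PPN hearts (log2 fold change 4.81). Car9, a carbonic anhydrase known as a HIF1 target, was at 1.89 FPKM in control hearts and 21.2 FPKM in HIF-PPN hearts (log2 fold change 3.49). Ucp1, the uncoupling protein of brown fat, was at 1.72 and 12.9 FPKM (log2 fold change 2.91). Among the downregulated genes, the dopamine receptor gene Drd2 was at 4.33 FPKM in control hearts and 0.441 FPKM in HIF-PPN hearts (log2 fold change −3.29). Kcne1, a subunit of cardiac potassium channels, was at 4.74 and 0.590 FPKM (log2 fold change −3.01), and Kcnip2, a subunit of the channels of the transient outward current, was at 105 and 17.1 FPKM (log2 fold change −2.61). The other genes of the 10 highest log2 fold changes were Dct of melanin synthesis (2.97), the cell cycle kinase gene Cdk1 (2.91), Nlrc3 (2.86), the potassium channel gene Kcnj14 (2.80), Pck1 of gluconeogenesis (2.77), Rpph1, the RNA of ribonuclease P (2.57), and Mthfd1l of mitochondrial one-carbon metabolism (2.50). The other genes of the 10 lowest were Gm19277 (−2.51), the clock gene Arntl (−2.41), Wdfy2 (−2.41), the sorting receptor gene Sorcs2 (−2.10), the transferrin receptor gene Tfrc (−2.06), Gm7120 (−1.91) and the formin gene Fmn1 (−1.89). Hif1a, on chromosome 12 of GRCm38 from 73907867 to 73947530, was at 35.3 FPKM in control hearts and 25.9 FPKM in HIF-PPN hearts (log2 fold change −0.45), and the values do not show whether reads of the transgene were counted at this locus. Of the 131 upregulated genes, 128 were matched by name and 117 were at least 2-fold higher in HIF-PPN hearts, and of the 78 downregulated genes, 71 were matched and 70 were at least 2-fold lower. None of these genes was among the 20 genes with the highest mean FPKM. By fold alone, with no test, 255 genes with at least 1 FPKM in 1 group were at least 2-fold higher and 132 at least 2-fold lower, and 200 of these genes are not in Supplementary Table 1. These numbers were 117 and 69 among genes with at least 1 FPKM in both groups.

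**Figure D1:**
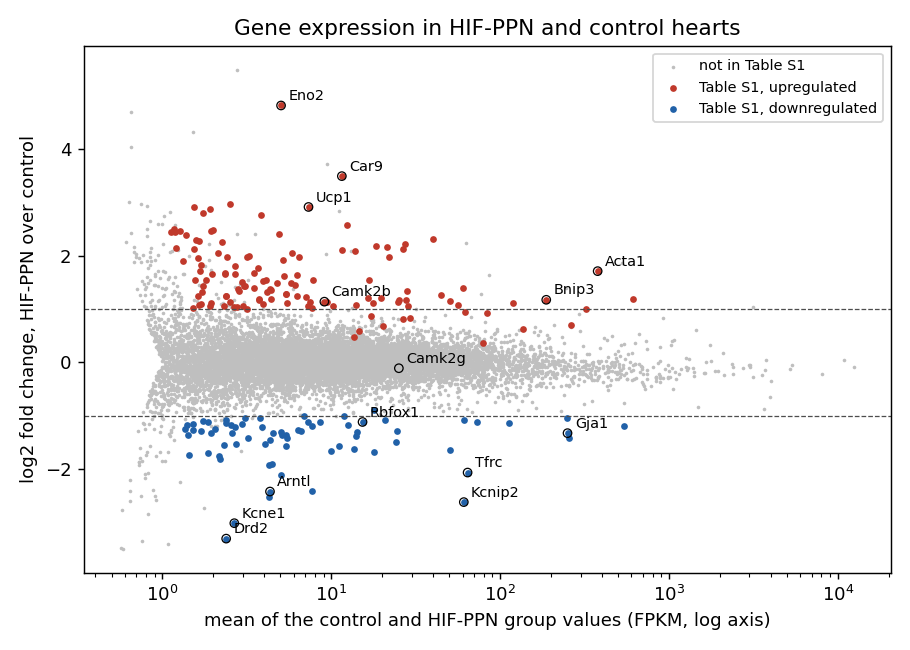
Log2 fold change of HIF-PPN over control hearts (vertical axis) against the mean of both group values in FPKM (horizontal log axis) for the 12098 genes with at least 1 FPKM in 1 group and a value above 0 in both. Red and blue points are genes that Supplementary Table 1 lists as upregulated and downregulated, black rings mark the labelled genes, and dashed lines mark log2 fold changes of 1 and −1; Eno2 lies highest of the red points and Drd2 lowest of the blue.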

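Genes of DNA replication and of mitosis were higher in HIF-PPN hearts. All 31 expressed genes of the DNA replication list were higher (median log2 fold change 0.96), among them the helicase subunit genes Mcm5 (1.30 FPKM in control and 5.19 FPKM in HIF-PPN hearts, log2 fold change 2.00) and Mcm2 (2.05 and 5.87 FPKM, log2 fold change 1.52). Of 26 genes of mitosis, 25 were higher (median 1.63), with topoisomerase Top2a at 0.609 and 3.39 FPKM (log2 fold change 2.48) and cyclin A2, Ccna2, at 1.14 and 3.56 FPKM (log2 fold change 1.65), while Cenpf, which encodes a kinetochore protein, was lower (7.98 and 3.01 FPKM, log2 fold change −1.41). Most of these mitosis genes and some of the DNA replication genes were under 1 FPKM in control hearts. They passed the filter only through their HIF-PPN value and so had to count as higher. Among members that reached 1 FPKM in control hearts, those of DNA replication were all higher. Only a few members of mitosis reached it, named here because of their values. Ccna2, Smc2 (log2 fold change 1.09), Incenp (0.95) and Smc4 (0.18) were higher, and Cenpf was lower. Cardiac ion channel and gap junction genes were lower, 23 of 27 (median −0.42), with the gap junction gene Gja1 (connexin 43) at 358 FPKM in control and 143 FPKM in HIF-PPN hearts and the connexin 40 gene Gja5 at 10.7 and 4.71 FPKM (log2 fold change −1.19).
Among genes of metabolism, 15 of 18 genes of serine and one-carbon metabolism and ATF4 targets were higher (median 0.48), such as the amino acid transporter gene Slc7a5 (log2 fold change 1.66) and Psat1 of serine synthesis (1.34). Of 24 expressed genes of glycolysis and lactate export, 17 were higher (median 0.20), with the lactate exporter gene Slc16a3 at 8.63 and 25.0 FPKM (log2 fold change 1.53) and the aldolase gene Aldoc at 0.796 and 2.33 FPKM (1.55). Gapdh, also on this list and named here because it was left out, did not reach 1 FPKM in either group or had no fold change. Of 29 HIF1 targets outside glycolysis, 17 were higher (median 0.14), with the mitophagy receptor gene Bnip3 at 115 and 259.9 FPKM (log2 fold change 1.17) and the mitochondrial protein gene Higd1a at 31.1 and 69.3 FPKM (1.16), while Tfrc and the endothelin gene Edn1 (4.05 and 1.41 FPKM, log2 fold change −1.52) of this list were at least 2-fold lower. Genes of fatty acid oxidation were lower in 17 of 24 cases (median −0.14), with the fatty acid transporter gene Cd36 at 1091 and 896 FPKM (log2 fold change −0.28) and the dehydrogenase gene Acadm at 719 and 633 FPKM (−0.18). Genes of oxidative phosphorylation were lower in 25 of 28 cases (median −0.19), with the ATP synthase genes Atp5b and Atp5a1 at log2 fold changes of −0.23 and −0.21. Adipocyte markers stood higher beside these metabolic genes, 18 of 20 (median 1.65), with the fatty acid desaturase gene Scd1 at 9.67 and 45.0 FPKM (log2 fold change 2.22). Whether these markers came from heart cells or from fat tissue in the samples stays open.
Of 20 genes of calcium cycling and contraction, 19 were lower (median −0.24). The most abundant were the phospholamban gene Pln (−0.64) and the calcium pump gene Atp2a2 (−0.36), followed by the troponin genes Tnni3 (−0.14) and Tnnt2 (−0.039). The calcium release channel gene Ryr2 was at −0.74. Markers of atrial cardiomyocytes, which include the channel regulator gene Fgf12, were lower beside the ion channel genes, 11 of 13 (median −0.34), with Fgf12 at 5.41 and 2.34 FPKM (log2 fold change −1.21). Of 15 genes of the fetal and stress gene program, 9 were lower (median −0.13), among them Nppb, which encodes B-type natriuretic peptide (372 and 140.4 FPKM, log2 fold change −1.41). The skeletal actin gene Acta1 (177 and 579 FPKM, log2 fold change 1.71) and the myosin binding protein gene Mybpc2 (5.29 and 22.3 FPKM, log2 fold change 2.08) of this program were higher. Mybpc2 is also a marker of skeletal muscle, and the markers Casq1, a calcium-binding protein gene (9.99 and 43.4 FPKM, log2 fold change 2.12), and Myot, which encodes a Z-disc protein (log2 fold change 1.17), were higher beside it, while the other 3 of the 6 expressed skeletal muscle markers were lower.
The medians for DNA replication, mitosis, serine and one-carbon metabolism and adipocyte markers lay above each of the 10000 random lists and those for ion channels and atrial markers below each of them. Glycolysis lay at percentile 99.97, HIF1 targets at 99.4, calcium cycling and contraction at 0.08, oxidative phosphorylation at 0.15, fatty acid oxidation at 1.98 and the fetal and stress program at 4.43. These positions carry no information on the spread between mice, and genes that vary together can reach extreme percentiles. The lists were written after Supplementary Table 1 had been read and are not independent evidence of a direction. With the members found in that table left out, the median of the HIF1 targets was −0.00076, that of ion channel genes −0.31, that of serine and one-carbon metabolism 0.31, that of atrial markers −0.18 and that of adipocyte markers 0.36.

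**Figure D2:**
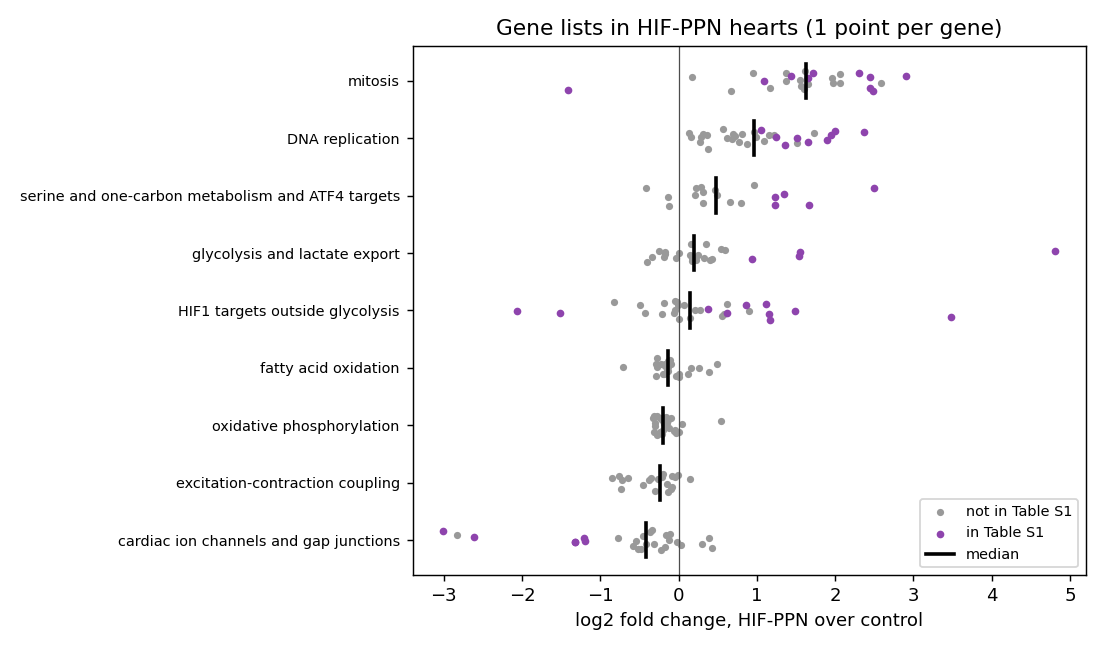
Log2 fold change of HIF-PPN over control hearts (horizontal axis) for the expressed genes of 9 gene lists, 1 point per gene, with the median of each list as a black bar. Purple points are genes of Supplementary Table 1; the medians run from 1.63 for mitosis to −0.42 for cardiac ion channels and gap junctions.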

Gene ontology (GO) analysis indicated upregulated genes were largely associated with metabolism and proliferation, while downregulated genes were involved in cell communication and ion transport, affecting cardiac conduction and function (Fig. 1A,B).

**Figure 1:**
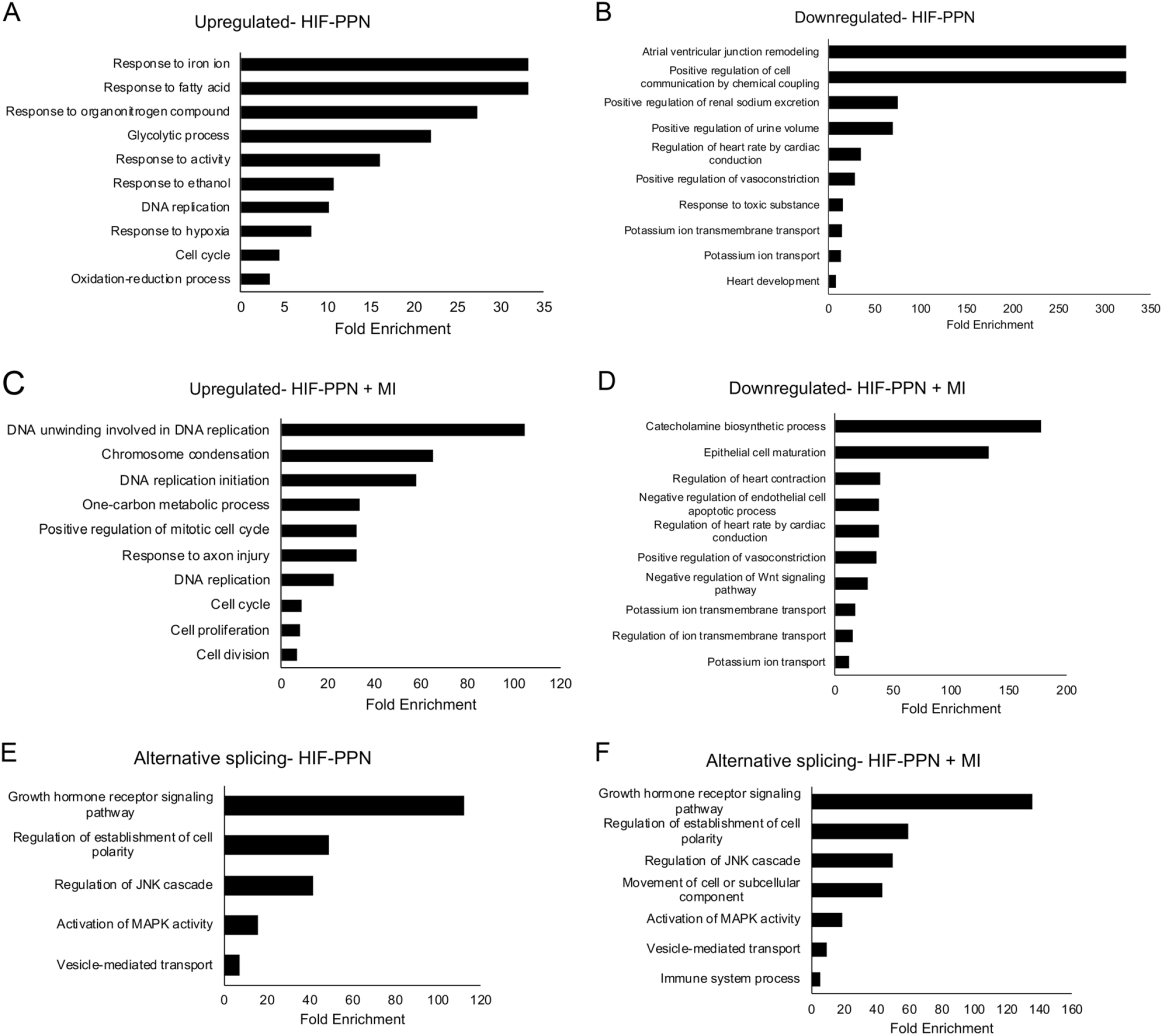
DAVID analysis of differentially expressed genes (DEGs) in HIF-PPN hearts. (**A**,**B**) Both up- (**A**) and downregulated DEGs (**B**) by log_2_ (fold change) ≥ 1 or ≤  − 1 3 days after HIF-PPN induction were analyzed by DAVID to find most dysregulated pathways using gene ontology (GO) terms for biological process. (**C**,**D**) GO enrichment for genes upregulated (**C**) and downregulated (**D**) by at least log_2_ (fold change) ≥ 1 or ≤  − 1 in both HIF-PPN and post-MI hearts. (**E**,**F**) Enriched GO terms for alternatively spliced genes in HIF-PPN hearts (**E**) and HIF-PPN plus post-MI hearts (**F**) were analyzed using the same method. Bar graphs show top GO terms as ranked by *P*-value (or EASE score, determined by modified exact Fisher’s test) as well as fold enrichment for each term. All *P* < 0.05.

While our HIF transgenic mice provide a useful model to examine HIF1-driven biology, the supra-physiologic levels of HIF expressed in these mice under normal oxygen conditions may not robustly model clinically relevant scenarios. We previously examined the initial transcriptional response after MI, a timeframe in which HIF1 is active^7^. We therefore compared differentially expressed genes in HIF-PPN hearts to those found after MI to determine which genes were similarly expressed in a more pathologically relevant mouse model. 

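The genes that Supplementary Tables 2 and 3 pair with the post-MI hearts were, in HIF-PPN hearts, higher in all 54 of the upregulated and lower in all 45 of the downregulated cases. They were taken from the genes of Supplementary Table 1, which were called in these same hearts at a log2 fold change of 1. Their directions here, and sizes near or above 2-fold, therefore follow from that selection. Among the 54, 48 were at least 2-fold higher, and the median log2 fold change was 1.51 (from 0.48 to 3.49). The 6 under 2-fold, named here because of their values, were the apelin gene Apln (0.87), the protease inhibitor gene Ctla2a (0.81), Dcbld2 (0.48), the galectin gene Lgals1 (0.70), the phosphofructokinase gene Pfkp (0.94) and the small GTPase gene Rhoc (0.92). Supplementary Table 1 gives each of these 6 a log2 fold change above 1. All 45 on the other side were at least 2-fold lower, with a median log2 fold change of −1.32 (from −3.01 to −1.01). By the paper's lists, 23 of the upregulated genes are shared with day 1 after MI, 47 with day 3 and 16 with both days, and 23 of the downregulated genes with day 1, 41 with day 3 and 19 with both. The post-MI libraries were not analysed here, so these values describe the HIF-PPN side alone.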

Using the same cutoff parameters as above, we found 54 of 131 genes in HIF-PPN hearts were also upregulated at 1 day and/or 3 days post-MI, while 45 of 78 were downregulated (Supplementary Tables 2–3). 

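DNA replication genes made up 9 of the 54 shared upregulated genes, with log2 fold changes in HIF-PPN hearts from 1.05 to 2.37. They were the helicase subunit genes Mcm2, Mcm3 (2.46 FPKM in control and 6.28 FPKM in HIF-PPN hearts, log2 fold change 1.35), Mcm5 and Mcm6 (3.71 and 8.78 FPKM, log2 fold change 1.24), the licensing factor gene Cdt1, the primase gene Prim1, the ribonucleotide reductase gene Rrm2, the histone chaperone gene Chaf1a and Uhrf1, which maintains DNA methylation. Another 9 were genes of mitosis, from 1.09 to 2.91, namely Birc5, Ccna2, Cdk1 (0.360 and 2.70 FPKM), Mki67, Prc1, Racgap1, Smc2, Tacc3 and Top2a. By the paper's lists, all of these replication and mitosis genes are shared with day 3 after MI and none of them with day 1. The list of serine and one-carbon metabolism and ATF4 targets held 5, all shared with both days. Among them were asparagine synthetase Asns (1.42 and 3.33 FPKM, log2 fold change 1.23) and the mitochondrial folate enzyme Mthfd2 (1.42 and 3.34 FPKM, log2 fold change 1.24). HIF1 targets outside glycolysis held 4 (Angptl4, Apln, Car9 and Plaur) and glycolysis and lactate export 3 (Aldoc, Pfkp and Slc16a3). The clock gene Per2 (1.92 and 5.04 FPKM, log2 fold change 1.40) was also among the 54. The post-MI side of these genes is the paper's list.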

Unsurprisingly, upregulated genes were associated with processes known to have HIF1 involvement such as DNA replication and cell proliferation (Fig. 1C)^23^. Downregulated genes were associated with cell maturation, cardiac conduction and ion transport (Fig. 1D).

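Of the 45 shared downregulated genes, 4 were cardiac ion channel and gap junction genes, with log2 fold changes in HIF-PPN hearts from −3.01 to −1.32. They were Kcne1, Kcnip2, Gja1 and Hcn4, the pacemaker channel gene, which was at 6.49 FPKM in control hearts and 2.59 FPKM in HIF-PPN hearts (log2 fold change −1.33). The shared genes also held the atrial kinase genes Sbk2 (15.9 and 7.88 FPKM, log2 fold change −1.01) and Sbk3 (28.4 and 13.5 FPKM, log2 fold change −1.07). Of the markers of sympathetic neurons and chromaffin cells, they held Dbh (3.40 and 0.973 FPKM, log2 fold change −1.81) and Ddc (3.76 and 1.62 FPKM, log2 fold change −1.22), both enzymes of catecholamine synthesis. Cenpf and the splicing factor gene Rbfox1 completed the shared downregulated genes found in any of the gene lists. From the GO terms of the genes that changed in the same direction in both models, the paper states that the upregulated genes relate to processes in which HIF1 is known to take part and that the downregulated genes relate to maturation, conduction and ion transport.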

### Alternative splicing in HIF-PPN hearts

We were also interested in alternative splicing events that could be HIF1 mediated, especially those involved in calcium handling. 

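At the level of whole genes, most of the alternatively spliced genes of Supplementary Table 4 had close values in control and HIF-PPN hearts. Of the 48 genes matched by name, 45 lay within a log2 fold change of 0.5 in either direction, with a median of 0.017. The tropomyosin gene Tpm2 alone differed at least 2-fold, at 7.84 FPKM in control hearts and 35.1 FPKM in HIF-PPN hearts (log2 fold change 2.16). Dbnl, which encodes an actin-binding protein, and Cebpa, which encodes a transcription factor, followed with log2 fold changes of 0.53 and 0.51, and Coro6, which encodes a coronin, was lowest at −0.45 (150.8 and 110.3 FPKM). These 3 genes were chosen after their values were seen. In the paper's table, 12 genes have transcripts listed in both directions, and a gene value adds its transcripts up. Values of single transcripts were not analysed here, so these numbers do not measure splicing.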

We detected 52 candidate genes with substantial splicing changes after HIF induction through informatics analyses (Supplementary Table 4). Alternative splicing was also observed in 41 of these genes after MI (Supplementary Table 5). These genes were generally associated with cell signaling (MAPK, JNK) and movement (vesicles, cell polarity, microtubules) (Fig. 1E,F). Given the variation in splicing prediction software results, we examined this list to identify a relevant gene for further validation. Interestingly, based on the informatics results, many of the expression patterns for their individual transcripts appeared to be different in HIF-PPN versus ischemic hearts. However, one alternatively spliced gene of particular interest did have agreement between the HIF-PPN and MI transcript expression patterns—calcium/calmodulin dependent protein kinase II gamma (*CAMK2G*). Although aberrant CaMK2 signaling has long been associated with cardiac pathologies, the specific role of CaMK2γ in the heart is not well understood. Even less is known about *CAMK2G* splicing, so we examined its expression in more detail.

### CAMK2G splicing altered in HIF-PPN and post-MI hearts

Our RNA-seq analysis identified three splice variants of *CAMK2G*, all of which share homology within each of the functional domains. These transcripts differ solely in the hypervariable region. Variant 1 (v1) retains all exons while exon skipping produces variants 2 (v2) and 3 (v3) that lack exon 14 or exons 14–15, respectively (Fig. 2A). 

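The exons that separate the 3 variants can be placed on the reference. In the GENCODE annotation of NCBIM37, Camk2g lies on the minus strand of chromosome 14 from 21554097 to 21613310, and v1 has 21 exons and encodes 529 residues. Exon 14 spans 33 bp from 21567041 to 21567073, with the sequence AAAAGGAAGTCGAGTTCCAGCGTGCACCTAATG, and encodes KRKSSSSVHLM. Exon 15 spans 69 bp from 21565014 to 21565082 and encodes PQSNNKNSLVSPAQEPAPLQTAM. The transcript without exon 14 has 20 exons and encodes 518 residues, and the transcript without exons 14 and 15 has 19 exons and encodes 495 residues. Exons 14, 15 and 16 each begin at a codon boundary, and the reading frame continues when exon 14 or exons 14 and 15 are skipped. The 4 residues KKRK occur 1 time in the protein of v1 and 0 times in those of v2 and v3, with the first K encoded at the end of exon 13 and the other 3 residues by exon 14.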

Of note, v1 contains a nuclear localization sequence (KKRK) that is lost in the other two splice variants (Fig. 2B). 

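Camk2g as a whole gene was at 26.1 FPKM in control hearts and 24.2 FPKM in HIF-PPN hearts, a log2 fold change of −0.11. It lies on chromosome 14 of GRCm38 from 20734873 to 20794088. Camk2d, which encodes the CaMK2 that predominates in the heart, was at 84.6 and 70.6 FPKM (log2 fold change −0.26). Camk2a was at 22.1 and 23.8 FPKM (log2 fold change 0.11). Camk2b was at 5.69 and 12.5 FPKM (log2 fold change 1.14) and is the only CaMK2 gene in Supplementary Table 1. Over the 4 CaMK2 genes the median log2 fold change was 0.0027, at percentile 47.3 of the random lists. Gene values sum the variants, and the values of single Camk2g variants were not analysed here.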

Interestingly, when we examined the expression changes in *CAMK2G* isoforms by RNA we found v1 was dramatically downregulated in HIF-PPN hearts while v2 and v3 were slightly upregulated (Fig. 2C).

**Figure 2:**
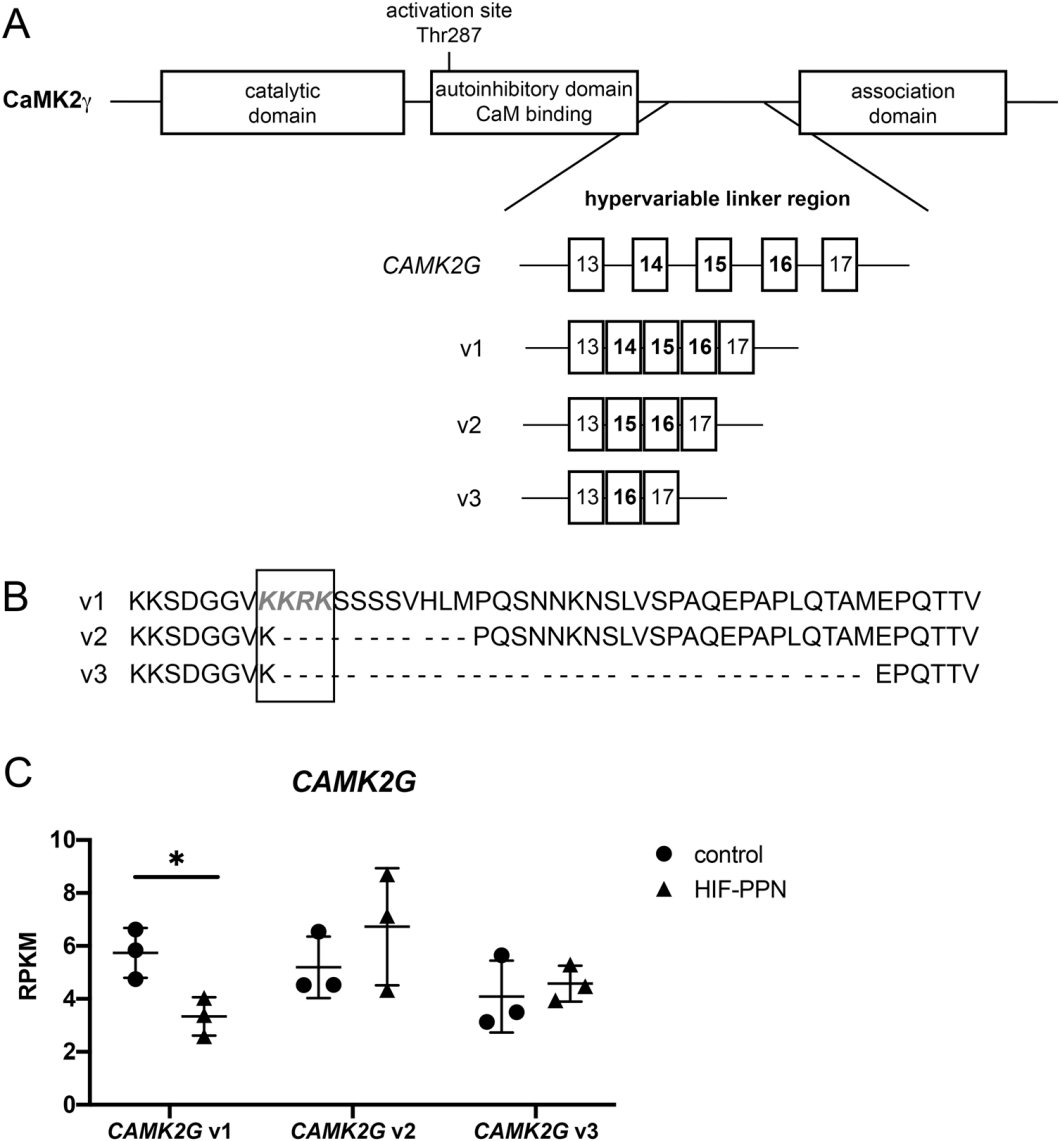
*CAMK2G* splicing is altered in HIF-PPN hearts. (**A**) Schematic depicting CAMK2γ functional domains and its splice variants. The isoforms differ within the hypervariable linker region, with variant 1 (v1) retaining all exons. Variants 2 (v2) and 3 (v3) lack exon 14 or exons 14–15, respectively. (**B**) Amino acid sequences for CaMK2γ isoforms within the hypervariable region. Variant 1 (v1) is the longest isoform and retains a nuclear localization sequence (KKRK, highlighted in gray and outlined by black box) that is spliced out of the other two isoforms. (**C**) Expression of *CAMK2G* splice variant RNA 3 days after HIF-PPN induction as assessed by RNA sequencing. Data displayed as reads per kilobase of exon per million reads mapped (RPKM) and compared to control mice (on dox). n = 3 per group. Student’s *t* test. *p = 0.03.

We then examined *CAMK2G* splice variant expression in our pathological model of MI in WT mice. Real-time PCR data revealed that while total RNA levels for *CAMK2G* were largely unchanged over the first week after MI, v1 was significantly decreased in infarcted tissue by 3 days after MI and remained low at 7 days (Fig. 3A–C). In contrast, while v2 showed a small increase 1 day after MI, v2 and v3 expression remained relatively constant even after injury (Fig. 3A–C). Since *CAMK2D* is the predominately expressed isoform in the heart, we wanted to examine any changes in its overall expression for comparison. We observed a decrease in *CAMK2D* RNA in ischemic tissue 1 day after MI, but this decrement was no longer seen by 3 days post-MI (Fig. 3D).

**Figure 3:**
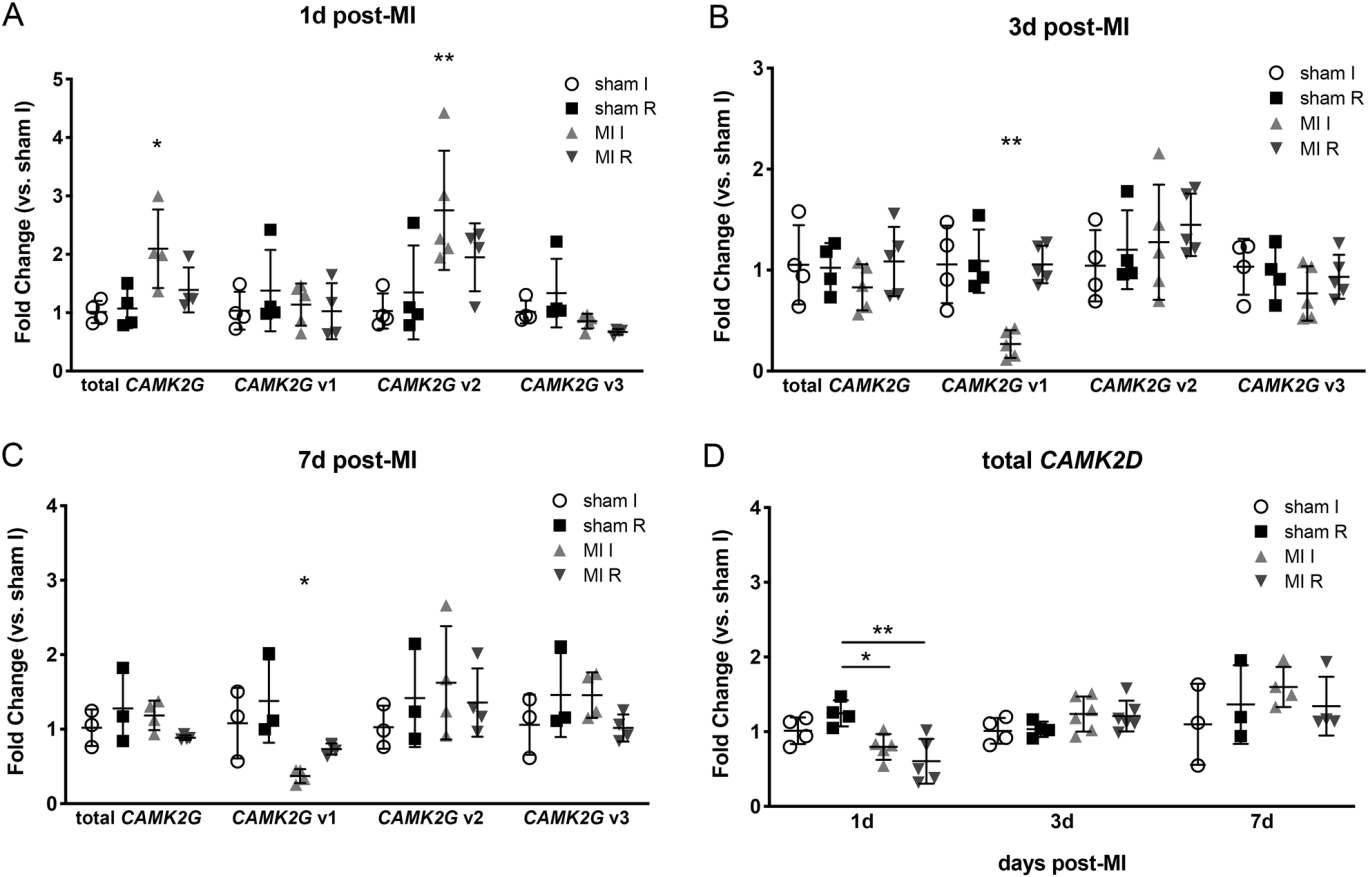
Real-time PCR reveals decrease in *CAMK2G* v1 expression post-MI. (**A**–**C**) rt-PCR data for total *CAMK2G* and splice variant expression in WT hearts at 1 day (**A**), 3 days (**B**) and 7 days post-MI (**C**). Using one-way ANOVA with Tukey’s multiple comparisons, overall *p* values for total *CAMK2G*, *CAMK2G* v1, *CAMK2G* v2 and *CAMK2G* v3, respectively, were *p* = 0.015, *p* = 0.47, *p* = 0.021 and *p* = 0.05 for panel A, *p* = 0.57, *p* = 0.0005, *p* = 0.56 and *p* = 0.48 for panel B and *p* = 0.28, *p* = 0.014, *p* = 0.63 and *p* = 0.26 for panel C. (**D**) Total *CAMK2D* expression over the course of 7 days post-MI as assessed by rt-PCR. Using one-way ANOVA with Tukey’s multiple comparisons, overall *p*-values were *p* = 0.0037, *p* = 0.20 and *p* = 0.53 for 1 day, 3 days and 7 days post-MI, respectively. *p < 0.05, **p < 0.01 for between group comparisons. I = ischemic tissue (infarct + border), R = remote. Data displayed as fold change compared to sham I fraction. n = 3–6 for each time point. *p*-values are for MI I vs. all other groups unless otherwise indicated.

### CaMK2γ v1 decreased after MI

We next wanted to determine how these changes in RNA would ultimately affect protein expression. We generated recombinant versions of each splice variant with a C-terminal myc tag to serve as positive controls and confirmed their expression using both CaMK2γ and myc-specific antibodies (Supplementary Fig. 1). While the myc tag meant the recombinant protein was slightly larger than its physiological counterpart (~ 1.2 kDa), it was a small enough difference in size to still allow unambiguous identification of each splice variant by western blotting. Curiously, we found only v1 was expressed as protein in both WT atrial and ventricular tissue (Fig. 4A). This remained true after MI, with no appearance of either v2 or v3 by western blot up to 1 week after MI (Fig. 4B–D). Similar to v1 RNA, v1 protein was quickly and dramatically decreased in infarcted tissue after MI compared to sham hearts, a decrease that was sustained up to 7 days after injury (Fig. 4B–D).

**Figure 4:**
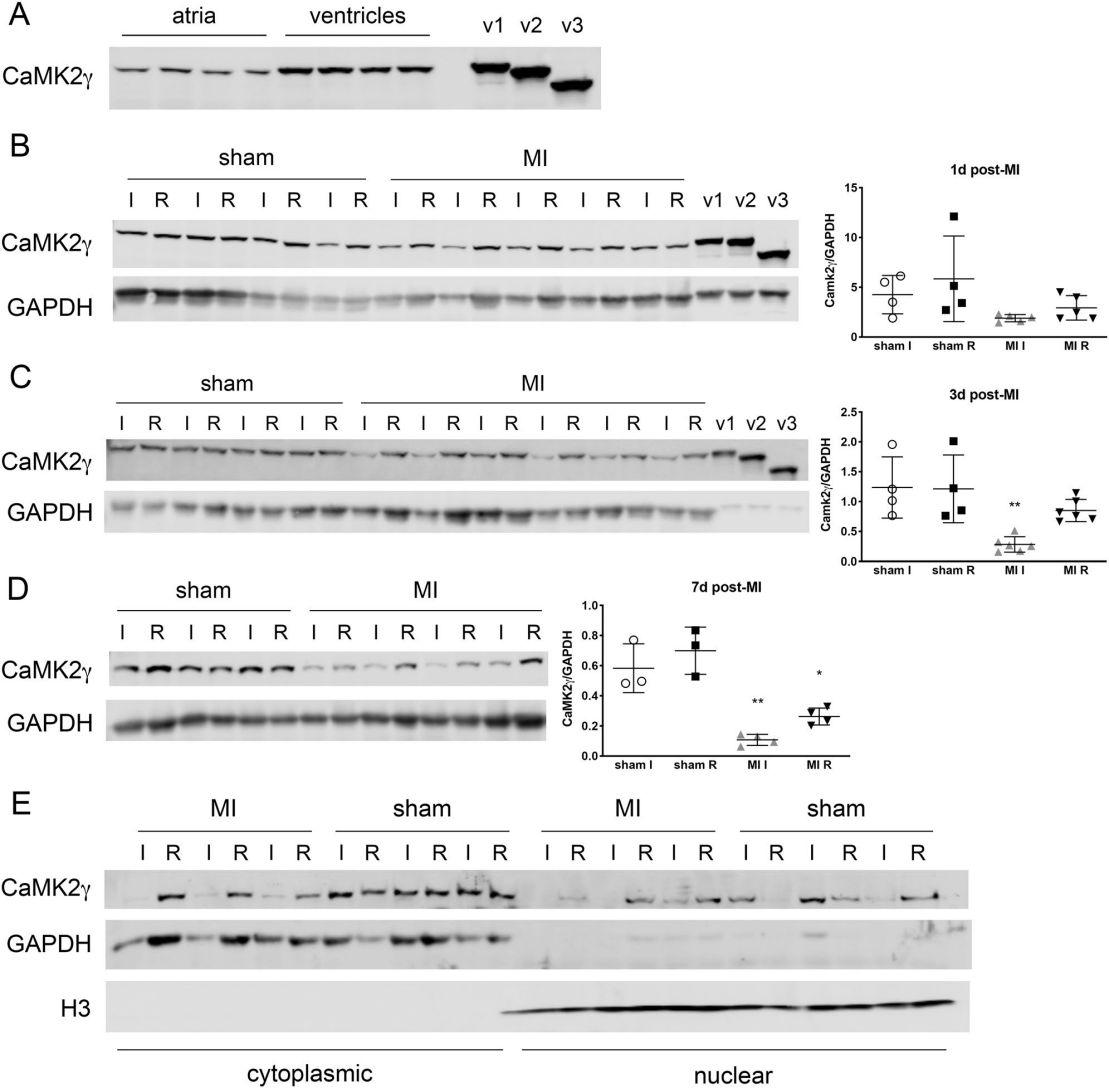
Sustained loss of CaMK2γ v1 expression in WT hearts 1 week post-MI. (**A**) CaMK2γ variant protein expression in naïve WT atria and ventricles. n = 4 mice. Recombinant proteins for each CaMK2γ variant were used to confirm identities of each isoform. (**B**–**D**) Western blotting for CaMK2γ splice variants in WT hearts at 1 day (**B**), 3 days (**C**) and 7 days post-MI (**D**). n = 3–6 for each time point. Cropped blots shown, with GAPDH used for loading control and normalization, with quantification graphs to the right of the blots. For B–D, overall *p*-values were *p* = 0.10, *p* = 0.0017 and *p* < 0.0001, respectively, using one-way ANOVA with Tukey’s multiple comparisons. *p < 0.05, **p < 0.01 for between group comparisons. *p*-values are for MI I (or MI R) vs. all other groups. (**E**) Western blots of CaMK2γ expression in cytoplasmic and nuclear fractions of WT heart tissue 3 days post-MI. GAPDH denotes cytoplasmic portion while histone H3 was used to identify the nuclear fraction. n = 3 per group. I = ischemic tissue, R = remote. Uncropped western blots shown in Supplementary Fig. 3.

Given the nuclear localization sequence in v1, we used subcellular fractionation to assess its localization in the heart 3 days after injury. In sham-operated hearts we found v1 of CaMK2γ in both the nuclear and cytosolic fractions, though more appeared to be retained in the cytoplasm (Fig. 4E). Although v1 was decreased in ischemic tissue after MI, it could still be detected in both fractions of hearts that still had CaMK2γ protein.

The splicing factor Rbfox1 has been shown to directly bind to *CAMK2G* and modify its splicing in several tissues^24–26^. We therefore examined Rbfox1 expression in HIF-PPN and post-MI hearts to explore its potential role in modulating *CAMK2G* splicing in the heart. 

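Rbfox1, which encodes a splicing factor of muscle and brain, was at 21.0 FPKM in control hearts and 9.69 FPKM in HIF-PPN hearts, a log2 fold change of −1.11. It lies on chromosome 16 of GRCm38 from 5884793 to 7412480 and is among the downregulated genes of Supplementary Table 1. Of 31 splicing factor genes, 22 were lower in HIF-PPN hearts and 9 higher, and Rbfox1 alone differed at least 2-fold. The list's median log2 fold change was −0.099, at percentile 1.72 of the random lists. Among the most abundant members, Hnrnpa2b1, which encodes an hnRNP protein, was at 214 and 204 FPKM (log2 fold change −0.075), the RNA-binding protein gene Qk at 189 and 139 FPKM (log2 fold change −0.45) and Rbm24, a splicing regulator of striated muscle, at 102 and 83.3 FPKM (log2 fold change −0.30). The post-MI measurements of Rbfox1 were not analysed here.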

Abundance of *RBFOX1* RNA was substantially decreased in both HIF-PPN and post-MI hearts (Fig. 5A,B). Rbfox1 protein was also substantially lower in infarcted tissue 3 days after MI (Fig. 5C).

**Figure 5:**
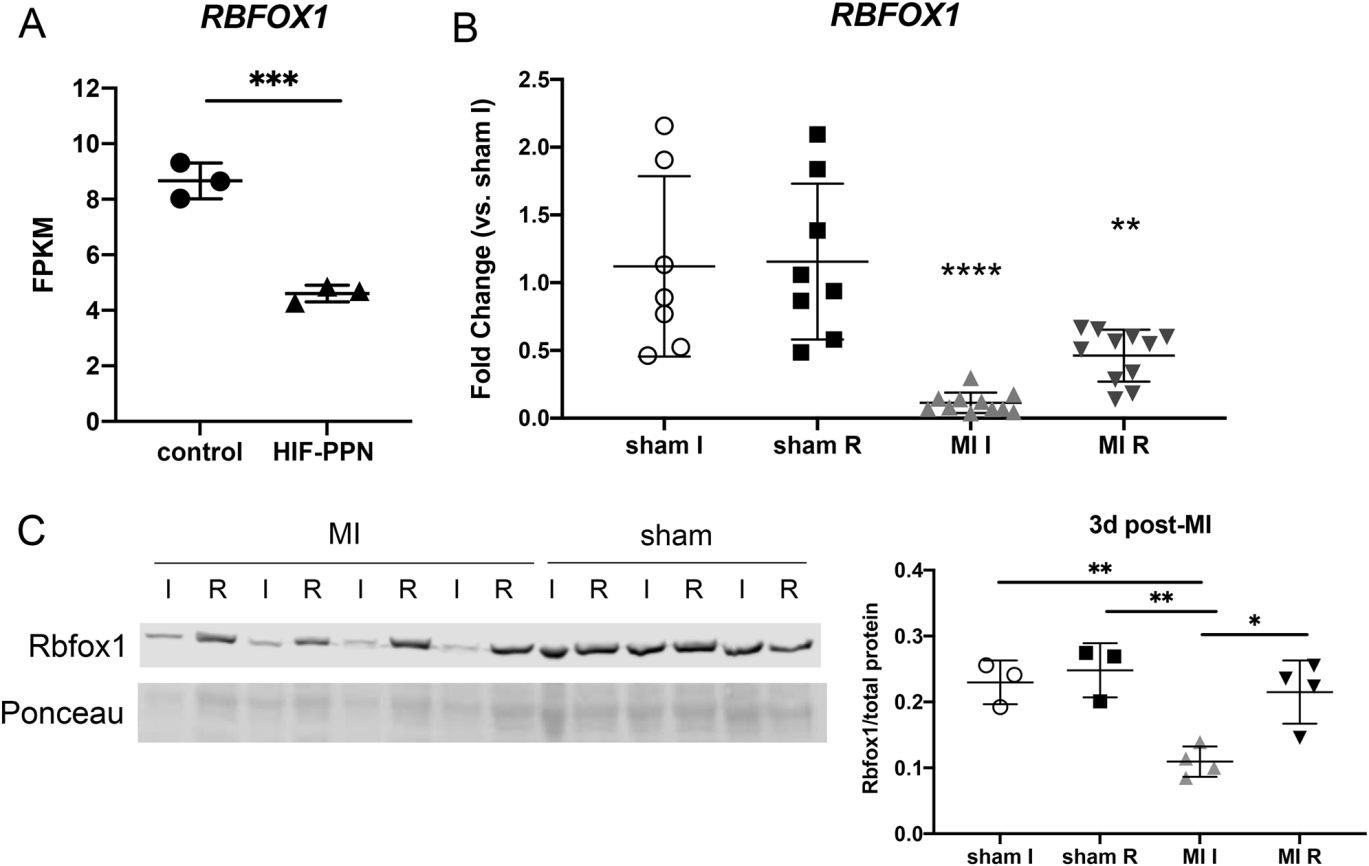
Rbfox1 expression in HIF-PPN and post-MI hearts. (**A**) RNA-seq data for *RBFOX1* RNA abundance in HIF-PPN vs. control (on dox) hearts. n = 3 per group. Student’s *t* test. ***p < 0.001. Data displayed as fragments per kilobase of exon per million reads mapped (FPKM). (**B**) rt-PCR data for *RBFOX1* expression in WT hearts 3 days post-MI. Using one-way ANOVA with Tukey’s multiple comparisons, overall *p*-value < 0.0001. **p < 0.01, ****p < 0.0001 for between group comparisons. n = 7–11 per group. (**C**) Western blot for Rbfox1 in 3d post-MI hearts. Cropped blots shown, with Ponceau staining used to visualize total protein and normalization. Quantification of blot below. For sham n = 3, MI n = 4. Overall *p*-value was *p* = 0.0022 using one-way ANOVA with Tukey’s multiple comparisons. *p < 0.05, **p < 0.01 for between group comparisons. I = ischemic tissue, R = remote. Uncropped western blots shown in Supplementary Fig. 2.

### HIF1 and hypoxia directly modify CAMK2G splicing

To determine if hypoxia, or HIF1 specifically, could directly regulate cardiac *CAMK2G* splicing, we utilized the atrial-derived cardiomyocyte HL-1 cell line. After exposure to hypoxia, RNA abundance of *CAMK2G* splice variants and *RBFOX1* were similar to those observed in mice, with decreased *CAMK2G* v1 and *RBFOX1* observed within 6 h (Fig. 6A). Although CaMK2γ protein did not appear to be highly expressed by western blotting, Rbfox1 was visible and followed the trend of its RNA expression, with lower expression upon hypoxia exposure (Fig. 6B,C). When HL-1 cells were transfected with HIF-PPN alone, *CAMK2G* splicing clearly mirrored results observed in vivo, with a decrease in v1 and increase in v2 and v3, although this did not reach statistical significance (Fig. 6D). Although *RBFOX1* RNA decreased in HIF-PPN hearts in vivo, its expression did not appreciably change with the addition of HIF-PPN under these conditions in vitro.

**Figure 6:**
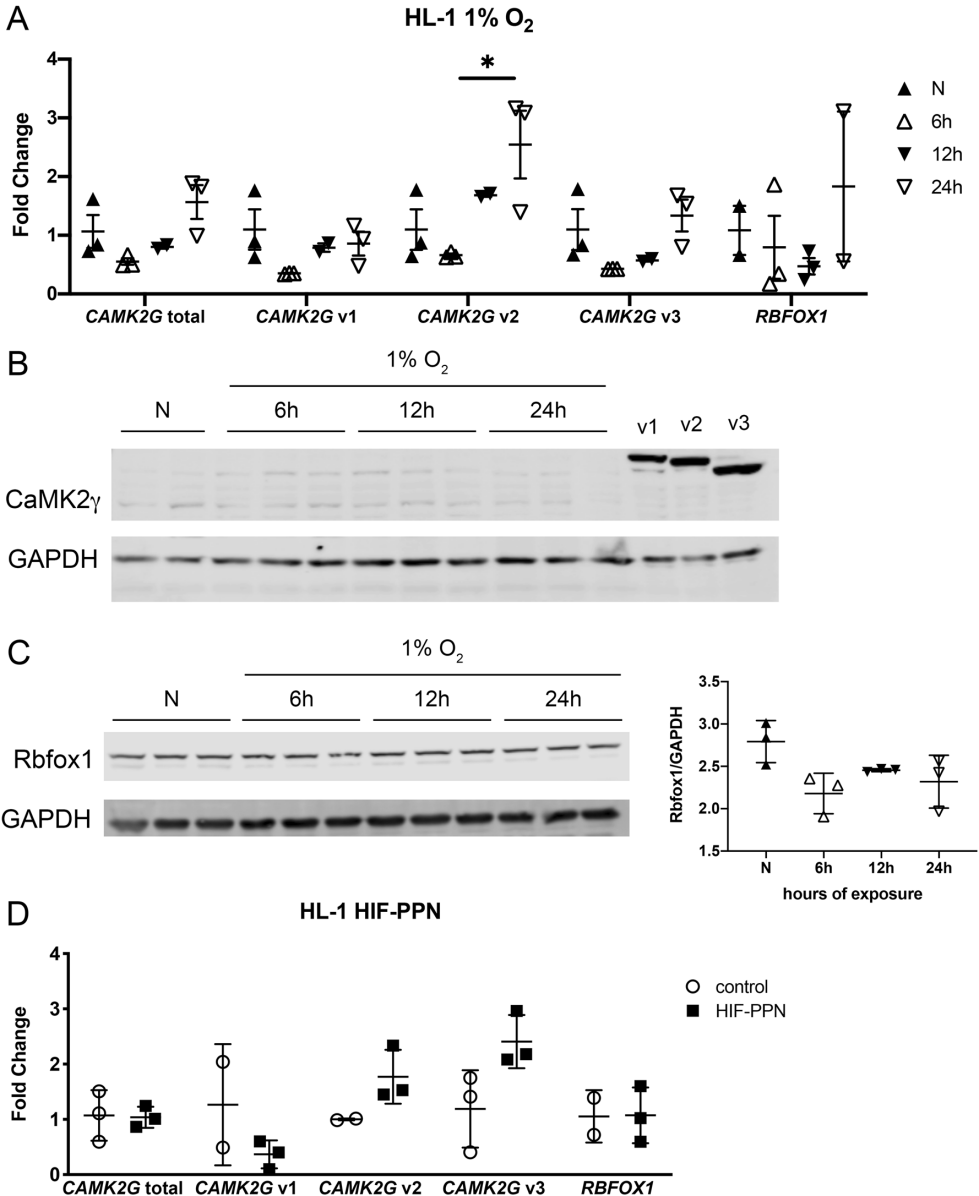
*CAMK2G* splicing with HIF-PPN or hypoxia in vitro. (**A**) rt-PCR data for *RBFOX1* and *CAMK2G* splice variant expression in HL-1 cells exposed to 1% O_2_. Fold change compared to normoxia, n = 2–3 per condition. Overall *p*-values for total *CAMK2G*, *CAMK2G* v1, *CAMK2G* v2, *CAMK2G* v3 and *RBFOX1* were *p* = 0.06, *p* = 0.19, *p* = 0.04, *p* = 0.10 and *p* = *p* = 0.51, respectively, using one-way ANOVA with Tukey’s multiple comparisons. *p < 0.05 for between group comparisons. (**B**,**C**) Western blots for CaMK2γ (**B**) and Rbfox1 (**C**) for HL-1 cells exposed to 1% O_2_. Cropped blots shown, with GAPDH used for loading control and normalization. Recombinant proteins for each CaMK2γ variant were used for comparison. n = 2–3 per condition. For panel D, quantification graph shown to the right. Using one-way ANOVA with Tukey’s multiple comparisons, overall *p*-value = 0.06. Uncropped western blots shown in Supplementary Fig. 4. Data representative of at least 3 independent experiments. (**D**) rt-PCR data for *RBFOX1* and *CAMK2G* splice variant expression in HL-1 cells transfected with HIF-PPN. Fold change compared to control, n = 2–3 per group. Using student’s *t* test, *p* = 0.91, *p* = 0.24, *p* = 0.12, *p* = 0.07 and *p* = 0.97 for total *CAMK2G*, *CAMK2G* v1, *CAMK2G* v2, *CAMK2G* v3 and *RBFOX1*, respectively.

Although HIF1 is typically associated with increased transcription, we examined HIF1 binding sites to determine if it could directly interact with the *CAMK2G* or *RBFOX1* gene to influence its alternative splicing. We could not identify any HIF1 sites for *RBFOX1* but found 3 potential HIF1 sites within *CAMK2G* using rVISTA prediction (exon 1 HRE and intron 14 HRE) and previously reported HIF1 ChIP-seq data from mouse embryos (intron 7 HRE^27^,) (Fig. 7A). ChIP-PCR revealed that only the HRE within intron 7 was significantly enriched for HIF1 binding in ischemic tissue 1 day after MI (Fig. 7B).

**Figure 7:**
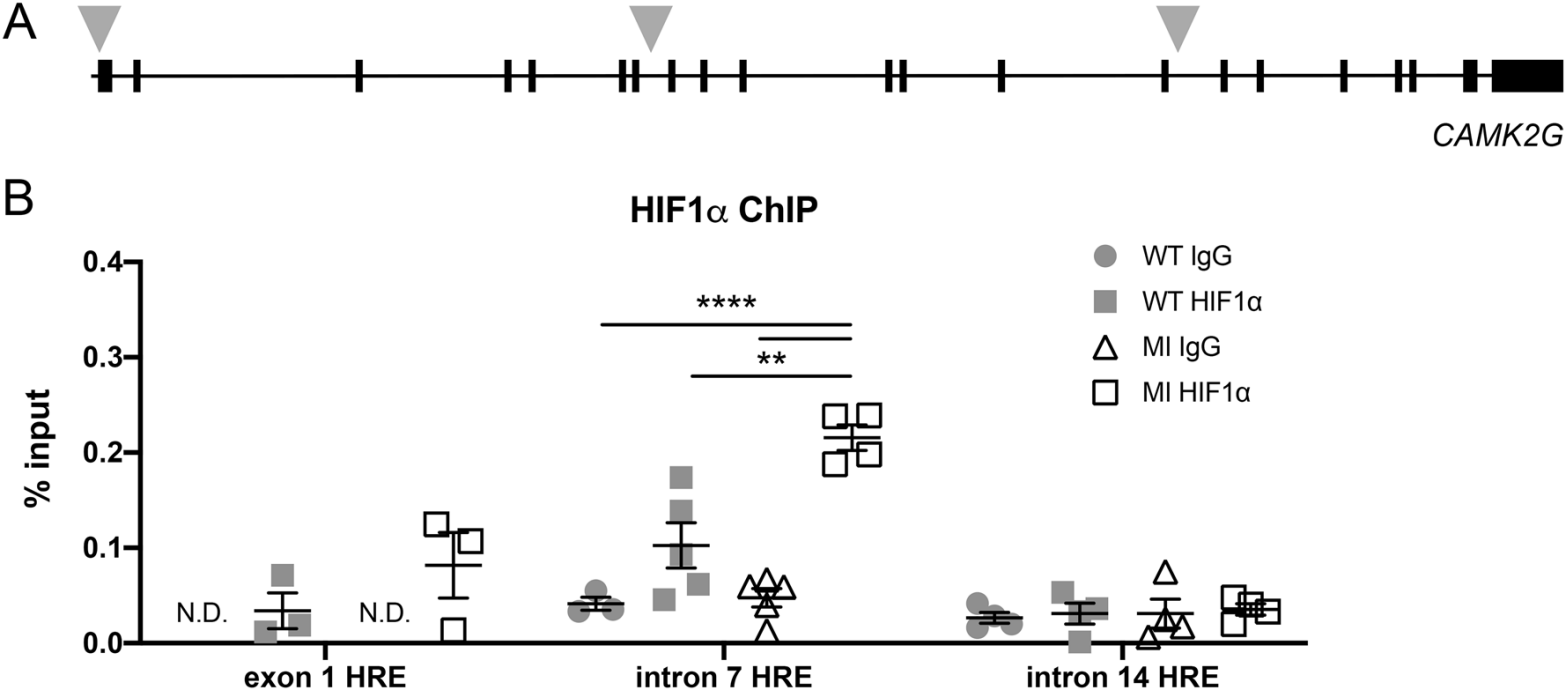
ChIP analysis of HIF1 binding to *CAMK2G*. (**A**) Schematic of *CAMK2G*. Gray arrows indicate potential HIF1 binding sites containing hypoxia response elements (HREs). (**B**) Semi-quantitative PCR analysis of HIF1α enrichment in naïve wild type (WT) and ischemic heart tissue 1 day after MI (MI) by ChIP. HIF1α showed increased binding compared to both WT and IgG controls at the intron 7 HRE. n = 3–5 for each group. Data shown as % input DNA with mean ± SD. Overall *p*-values were *p* = 0.52, *p* < 0.0001 and *p* = 0.95, for exon 1 HRE, intron 7 HRE and exon 14 HRE, respectively, using one-way ANOVA with Tukey’s multiple comparisons. **p < 0.01, ****p < 0.0001 for between group comparisons. N.D. = not detected.

## Discussion

HIF1 is an important regulator of the transcriptional response to hypoxic stress. While its role as a transcription factor has been appreciated for some time, its activity can also influence additional layers of gene regulation including splicing and translation^6,7,28^. Previously we found HIF1 overexpression can cause dramatic loss of cardiac contractility, decreased excitation–contraction gene expression, and reduced calcium flux^5^. In this study, we demonstrate HIF1 may also alter calcium signaling through alternative splicing and decreased expression of CaMK2γ.

It is not yet clear how HIF1 controls these splicing changes in *CAMK2G*, but there are several possibilities. First, HIF1 may influence *CAMK2G* splicing by regulating expression of RNA splicing factors. HIF1 can direct alternative splicing of KHK through upregulation of the SF3B1 splicing factor, leading to pathological fructose metabolism in the heart^6^. Rbfox1 can directly modify *CAMK2G* splicing in multiple tissues^24–26^. Deletion of *RBFOX1* has been shown to increase exon skipping in *CAMK2G* splicing in skeletal muscle, and to exacerbate cardiomyocyte hypertrophy in a pressure-overload model^24,26^. Although we did not observe any changes in *RBFOX1* expression with HIF-PPN under our experimental conditions in vitro or identify any potential HIF1 binding sites, its expression was decreased upon exposure to hypoxia, and data from our HIF-PPN and post-MI hearts indicate Rbfox1 is substantially decreased in both conditions (Figs. 5, 6). We also observed a decrease in *CAMK2G* v1 expression and increase in *CAMK2G* v2 and v3 in both in vitro and in vivo models, which would be expected with increased exon skipping from loss of Rbfox1. Based on these results, we deduce that HIF1 can directly regulate *RBFOX1* expression, but we cannot exclude the possibility that other factors are involved. For example, HIF1 binding has also been found at the promoter of serine and arginine rich splicing factor 1 (SRSF1)^27^, and SRSF1 and SRSF2 can regulate splicing of the closely related *CAMK2D* gene in coordination with Rbfox1^29^. We also observed decreased *RBFOX1* expression and increased *SRSF1* and *SRSF2* by RNA-seq in our HIF-PPN hearts (data not shown). These conditions have previously been shown to lead to increased exon skipping and therefore may also help explain the altered *CAMK2G* splicing in our model.

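Srsf1, on chromosome 11 of GRCm38 from 88047373 to 88053757, was at 41.1 FPKM in control hearts and 37.1 FPKM in HIF-PPN hearts (log2 fold change −0.15). Srsf2, on chromosome 11 from 116849897 to 116853094, was at 65.8 FPKM in control hearts and 83.2 FPKM in HIF-PPN hearts (log2 fold change 0.34). Both genes encode serine and arginine rich splicing factors, and neither is in Supplementary Table 1. The paper reports, with data not shown, lower Rbfox1 and higher SRSF1 and SRSF2 from the sequencing of HIF-PPN hearts. The value of Srsf1 here goes the other way. Citing earlier work in which such conditions led to more exon skipping, the paper proposes that they may also help explain the altered splicing of Camk2g.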

HIF1 could also modify RNA splicing directly. Our ChIP-PCR data show HIF1 is enriched at the intron 7 HRE of *CAMK2G* after MI (Fig. 5). This intron lies between exons within the catalytic domain, so it is not evident how this would influence alternative splicing of *CAMK2G*. However, this site was also enriched in embryonic heart tissue^27^, another hypoxic environment, suggesting this binding may have biological significance. Interestingly, we could not find any potential HIF1 binding sites within *RBFOX1*, so by this limited criterion it does not appear that HIF1 directly regulates its expression. Another possibility is that HIF1 may indirectly regulate splicing through interactions with other splicing factors. Rbfox1 has been shown to bind *CAMK2G* within intron 14^24^, one of the sites for alternative splicing. Therefore, while we could not show direct HIF1 binding at this site, it may work in concert with Rbfox1 or others to regulate splicing.

Alternative splicing of the CaMK2 genes is complicated. Three main variants of *CAMK2G* have been described to date and were the focus of this study. Previous work and recent updates to annotation of *CAMK2G* transcripts indicate there may be a fourth variant^30^, but databases differ on the exact sequence, and we have not evaluated it here. Each of the other potential variants are very similar to the variants we studied, with only minor sequence changes in the hypervariable region. We also only observed one CaMK2γ protein at a similar size to CaMK2γ v1 (Fig. 4). Therefore, even if these newer transcripts are found to be expressed in the heart, it seems unlikely that this would dramatically alter our findings.

There are also several splice variants of *CAMK2D* and some have been demonstrated to have specific cytoplasmic or nuclear activities. Much of the detailed characterization of these variants has been performed on rat transcripts^31,32^. The murine splice variants are more numerous, with varying nomenclature, and have not been a focus of rodent studies^33,34^. Additional differences are seen in alternative splicing of both *CAMK2D* and *CAMK2G* in humans^13,35,36^. *CAMK2G* splicing is substantially more complex than in mice, with 11 protein variants identified thus far and approximately 40 different potential transcripts. Despite the additional complexity, these variations are generally contained within the variable region, as observed in mice. Several isoforms also retain the KKRK nuclear localization sequence and show high homology to the mouse variants studied here, suggesting they may play a similar role in the human heart. Further study will be needed to define the effects of each isoform and its splice variants on human cardiac function.

Ultimately, the most important question is what effects the abundance of these splice variants have on CaMK2γ activity and heart function. While very little work has focused on the physiological role of cardiac CAMK2γ, GWAS and genetic studies in humans have reported SNPs associated with *CAMK2G* in psoriasis, inflammatory bowel disease and neurological diseases^37–41^. Other clinical studies have linked *CAMK2G* to coronary artery disease, altered calcium signaling and heart failure^42–44^, underscoring its role in cardiac disease as well. Characterization of *CAMK2G*^*−*/−^ mice revealed a role in female fertility through modulation of calcium-dependent egg activation^45^, but only a few studies have specifically examined CaMK2γ in the murine heart, where its role was largely defined as complementary substitution for loss of CaMK2δ activity^16,46^. However, work from other systems offer additional insight into its potential function. Biochemical and structural analysis of CaMK2 suggested the length of the linker (or hypervariable) region could affect the folding of the protein, which would in turn affect assembly of the holoenzyme and ease of autoactivation^47^. Alternative splicing of CaMK2γ could therefore affect its kinase activity. Since we only observed one CaMK2γ protein in heart tissue both before and after injury (variant 1), it seems unlikely that changes in linker length from splicing changes are likely to modulate kinase activity in the heart.

Another hypothesis is that the presence of the nuclear localization sequence (in variant 1) suggests CaMK2γ has nuclear activity. In neurons, it has been shown that, independent of its kinase activity, CaMK2γ served as a calmodulin shuttle from the cytoplasm to the nucleus to activate downstream CaMK-dependent signaling pathways and transcription^48^. Work from our lab and others have shown that HIF1 dramatically decreases cardiac contractility and calcium flux at least partly through reduced expression of SERCA2 and other excitation–contraction coupling genes^5,49^. CaMK2 is thought to propagate and translate short-term changes in calcium transients into a long-term transcriptional and cellular response to environmental changes. It is therefore possible that HIF1 could further alter calcium signaling, and establish longer term transcriptional changes, by altering CaMK2γ splicing and suppressing its nuclear activity.

*CAMK2D* has also been described to have splice variants with varying subcellular localization (e.g. nuclear δ_B_ versus cytoplasmic δ_c_^31,33^). A number of studies have examined the nuclear activity of CaMK2δ_B_ in heart disease and suggest it can activate a hypertrophic gene expression program in response to stress^33,50,51^. It is important to note that the mouse models employed in these studies used a transgene derived from rat cDNA^31,32^, and an equivalent RNA transcript has not yet been fully characterized in the mouse. Establishing the specific role of CaMK2γ is further complicated by work in vitro that suggests monomers of different CaMK2 isoforms and splice variants can be incorporated into the functional holoenzyme^31,52^, although this has not been studied in detail in vivo. Additionally, many studies use a generic CaMK2 antibody that cannot distinguish between the different isoforms, making it difficult to assign specific functions to individual isoforms without proper controls^8,10–12^. It is therefore possible that many of the functions currently attributed to CaMK2δ in the heart may be performed by CaMK2γ, or a holoenzyme composed of different splice variants from both isoforms.

In summary, we have found that HIF1 is involved in a number of transcriptional changes in the heart after ischemic injury, including alternative splicing. In addition to our previously described HIF-dependent alteration of calcium handling through SERCA2, we have now also demonstrated that alternative splicing of CaMK2γ is also modified by HIF1 after infarction. These results suggest a complex interplay between hypoxia and calcium signaling that is likely to influence cardiac response to injury.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

All primary RNA-seq data are available on Gene Expression Omnibus under accession number GSE148351 and GSE104187. All other data generated or analyzed during this study are included in this published article (and its supplementary files).

# Supplementary material for: Ischemic heart injury leads to HIF1-dependent differential splicing of CaMK2γ
**Source:** Sci Rep. 2021 Jun 23;11:13116. doi: 10.1038/s41598-021-92426-2

Ischemic heart injury leads to HIF1-dependent differential splicing of CaMK2 γ

Allison Leshner Williams¹, Chad Walton¹, Blake Pinell¹, Vedbar S. Khadka², Brandyn Dunn¹, Katie Lee¹, Ma C.T. Anagaran¹, Abigail Avelar¹ and Ralph V. Shoheit¹

Supplementary Information

Supplementary Figures 1-4

Supplementary Tables 1-5 (provided separately in Microsoft Excel file)

Supplementary Figure 1. Validation of CaMK2 γ splice variant plasmids and Camk2 γ antibody. Western blots show expression of recombinant myc-tagged CaMK2 γ splice variant proteins in HEK293 cells. (A) Although some non-specific bands are detected by the CaMK2 γ antibody (green), the recombinant proteins are clearly seen at the expected molecular weights (~56, 54 and 52 kDa for variants 1, 2 and 3, respectively). GAPDH (red) used for standardization. Lanes 1-3 = non-transfected cell lysate, lanes 4-6 = CaMK2 γ v1, lanes 7-9 = CaMK2 γ v2, lanes 10-12 = CaMK2 γ v3. (B) Same samples from panel A were probed with anti-myc tag antibody (red) and were able to detect the recombinant proteins at the same sizes as those observed with the CaMK2 γ antibody.

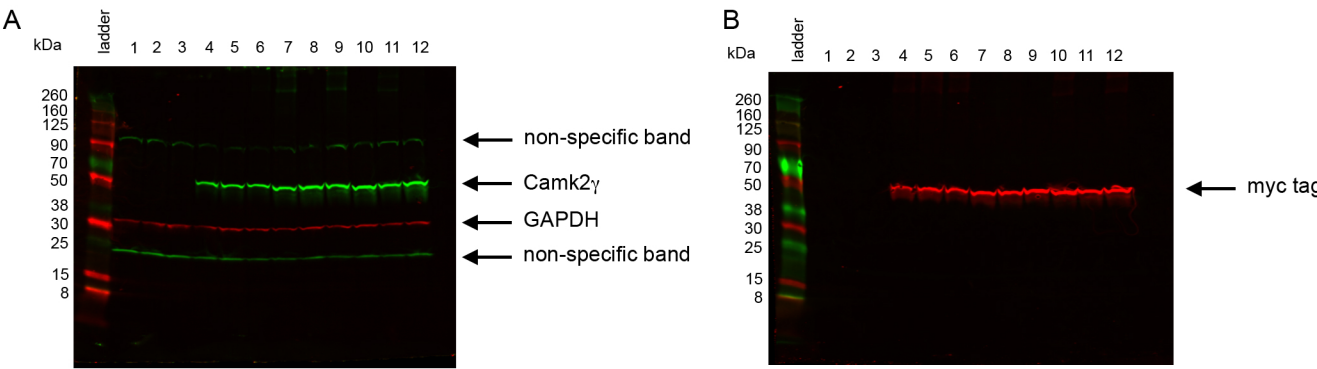

Supplementary Figure 2. Rbfox1 antibody validation and uncropped western blots from Figure 5. Western blot for Rbfox1 (left) and Ponceau staining (right). Rbfox1 antibody only recognizes a single band at the expected molecular weight (~45 kDa).

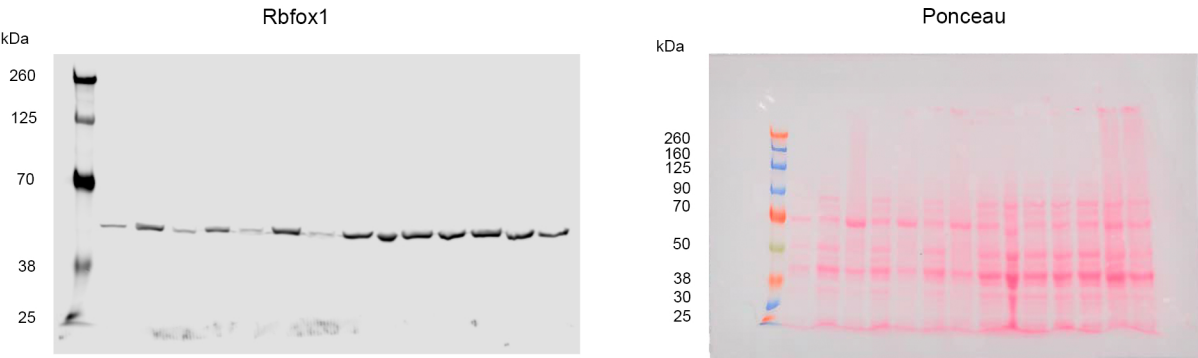

Supplementary Figure 3. Uncropped western blots from Figure 4. Panels correspond to the same panels as in Figure 4. CaMK2 γ blots on left and GAPDH blots on right. Panel D also includes staining for SERCA2 (left) and β -actin (right), and Panel E includes staining for histone H3 (indicated by arrows). NB: Blots in Figure 4D only shows lanes 1-14 after the ladder. Uncropped blots also show lanes 15-20, which include samples that were not relevant for this study.

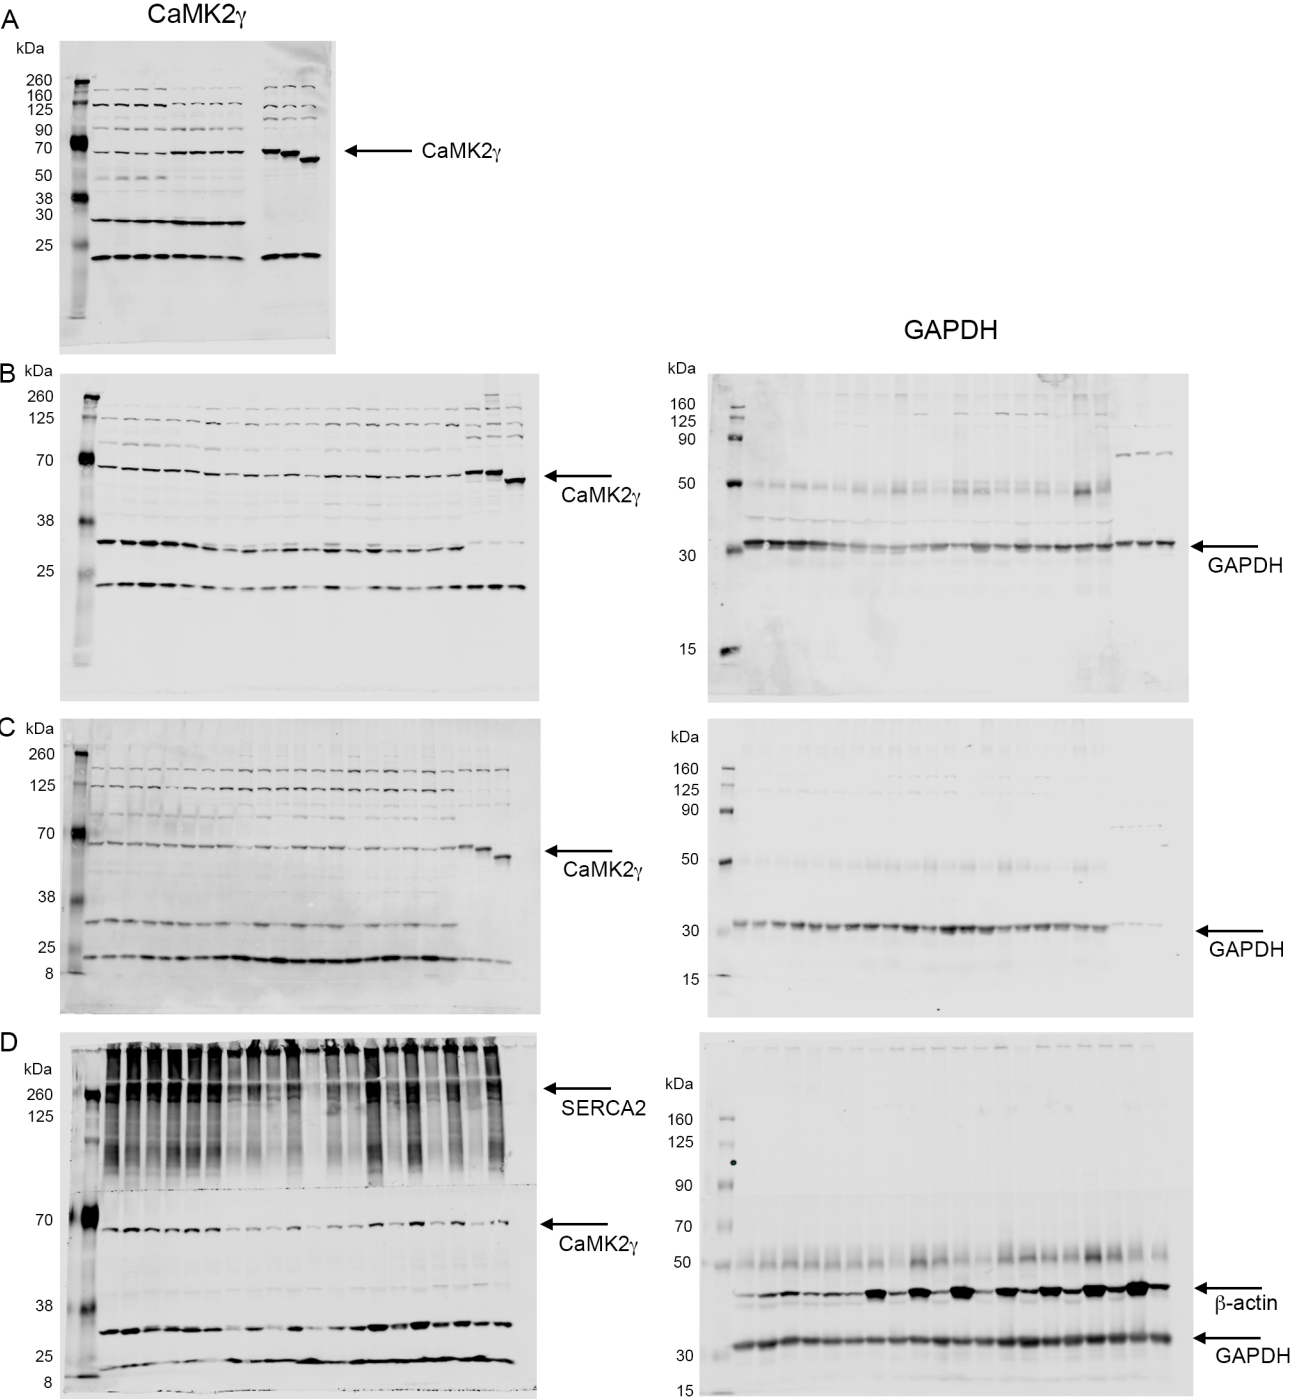

Supplementary Figure 3 continued. Uncropped western blots from Figure 4.

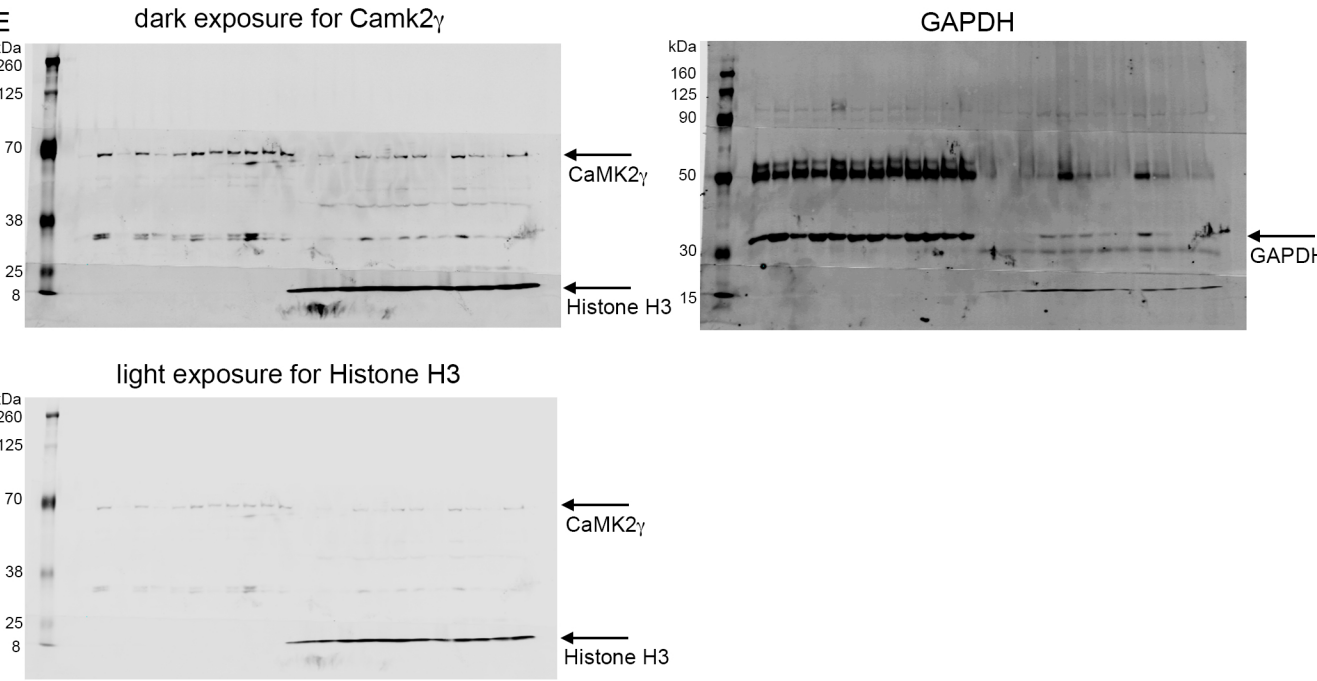

Supplementary Figure 4. Uncropped western blot from Figure 6. Panel A corresponds to Figure 6C and panel B corresponds to Figure 6D. CaMK2 γ or Rbfox1 staining on left and GAPDH staining on right (indicated by arrows).

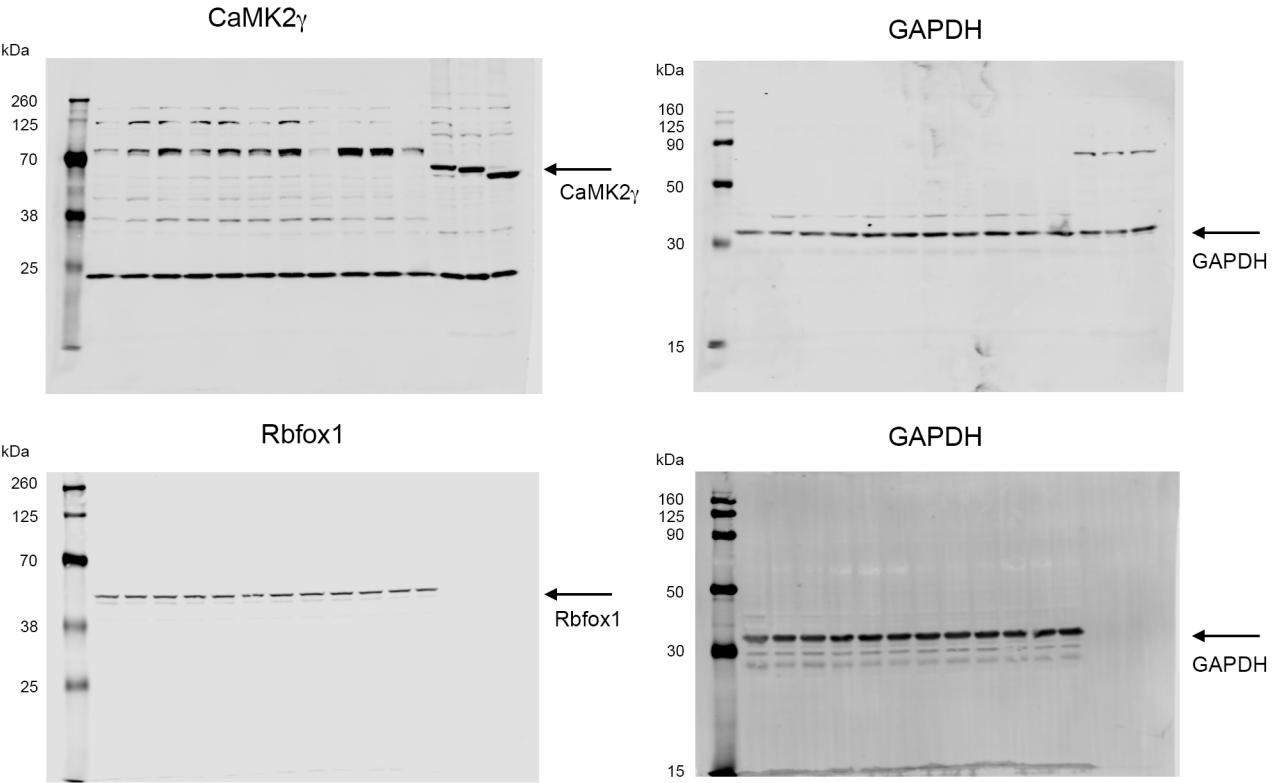

**Supplement:** Supplementary file 1 — Supplementary Information 1.

How the deposited data were processed for this re-analysis (not part of the article)

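RNA was sequenced from the ventricles of 3 control mice on doxycycline (200 ug/ml) and of 3 HIF-PPN mice 3 days after doxycycline was removed. The authors trimmed the reads, mapped them with Tophat and Bowtie and quantified genes with Cufflinks and Cuffdiff; the methods name a first analysis on NCBI build 37.1 and a later analysis on mm10 with updated tools. The deposited gene values are FPKM with 1 value per group, in which the authors had already merged the 3 mice of each group, and the deposited log2 values are the authors' log2 fold changes of HIF-PPN over control. Of 21842 gene positions compared, 99.5% overlap the gene of that name in the GRCm38.p6 RefSeq annotation, and positions are printed as 1-based coordinates of that build. The variants of Camk2g were taken from the GENCODE annotation of NCBIM37, and coordinates of the 2 builds were never mixed.

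Of 23792 gene rows, 6903 were at 0 in both groups, 1342 at 0 in 1 group and 15547 had a fold change; 202 rows hold several genes and 255 names are repeated. The log2 fold change was recomputed as the log2 ratio of both FPKM values and differed from the authors' value by at most 1.9e-05. A gene counted as expressed at 1 FPKM or more in at least 1 group (12114 genes, 12098 of them with a value above 0 in both), and the median log2 fold change of the 11591 genes at 1 FPKM or more in both groups was 0.010. The values hold no replicates, p-values, q-values or read counts, so the depth per sample is unknown, no interval could be given for a value and no p-value across genes was computed. The calls of Supplementary Table 1, at the paper's log2 fold change of 1 and FDR of 0.05, were followed by name, and a gene was counted where its FPKM values also differed at least 2-fold; counts by fold alone are given beside them. Of the 209 genes of that table, 199 were matched by name and the others are not matched here. A count of these calls in the gene lists by Fisher's exact test had been planned and was left out, since genes are not replicates and the lists were written after Supplementary Table 1 had been read.

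The 25 gene lists, the groups, the threshold, the rule for named genes and the alternatives were fixed before the data were examined, but after the paper and its supplementary tables had been read. The lists are glycolysis and lactate export, HIF1 targets outside glycolysis, DNA replication, mitosis, excitation and contraction (calcium cycling and contraction), cardiac ion channels and gap junctions, the fetal and stress gene program, fatty acid oxidation, oxidative phosphorylation, serine and one-carbon metabolism with ATF4 targets, the circadian clock, heme and iron, splicing factors, CaMK2 genes, immediate early genes, and markers of adipocytes, skeletal muscle, atrial cardiomyocytes, endothelium, fibroblasts, macrophages and neutrophils, lymphocytes, smooth muscle and pericytes, erythroid cells, and sympathetic neurons and chromaffin cells. The median log2 fold change of the expressed members of a list was placed among the medians of 10000 random lists of the same size, drawn to match the members on 10 groups of mean expression. For a simulation, fold changes were shuffled among genes of similar mean expression and lists of 20 genes were drawn at random. Of these, 377 of 400 lists shifted by 0.25 on the log2 scale lay above the central 95% of their random lists. With a shift of 0.5, 400 of 400 did, and of 400 lists with no shift, 3 lay above it and 14 below it. Members of the simulated lists vary independently, so these rates may not hold for real lists, whose genes can vary together.

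Genes named in the text are those the paper names, the 10 highest and the 10 lowest log2 fold changes among the Supplementary Table 1 genes with at least 1 FPKM in 1 group, up to 4 members of each list (those in Supplementary Table 1 first, then the most abundant) and any such gene among the 20 with the highest mean. Genes named outside this rule are marked as chosen after their values were seen, or are the members of a stated count. The alternatives tried were other fold thresholds, other filters on low values, pseudocounts of 0.1, 1 and 5 FPKM, centring on the median of expressed genes, counting by symbol, all genes with a fold change as background, and lists without their Supplementary Table 1 members. Calculations used python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. The post-MI libraries, the PCR, western blot, ChIP and cell culture measurements and the single transcripts were not analysed here.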

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

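The tests of noise in short RNAs, of lipid synthesis as the whole cause and of HIF1 acting on the clock were chosen after the results were seen, as were the choice of the clock as a pattern, the part of the fat test on 6 genes and the spread between members used as the margin of each test.

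Short noncoding RNAs stand out among genes that the paper does not discuss: 17 of 21 snoRNAs were higher in HIF-PPN hearts, as were 25 of 31 short noncoding RNAs in all, of which 9 were listed at 0 in control hearts and 4 in HIF-PPN hearts. Noise that is equally often up and down stays open, since the share of 80.6% (exact 95% interval 62.5% to 92.5%, each RNA taken as 1 draw) is the observation itself, and a difference in fragment length between libraries was not tested. Carry-over of RNA without a poly A tail may be involved. Rn45s, the 45S ribosomal RNA, chosen after its value was seen, was at 2052 FPKM in control hearts and 4210.0 FPKM in HIF-PPN hearts (log2 fold change 1.04). Replication-dependent histone genes are a class whose transcripts typically lack such a tail. The 10 expressed ones had a median of −0.091 and ranged from −3.34 to 1.27. The values do not show whether the histone transcripts counted here lacked a tail, so their median cannot decide. More ribosome biogenesis also stays open, with a median of 0.20 for 22 of its factors and −0.0096 for 12 snoRNA host genes. These explanations cannot be told apart with 1 value per group.

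Adipocyte markers, which the paper does not discuss as a group, had a median log2 fold change of 1.65, and control hearts already had at least 1 FPKM of 17 of the 20 expressed members. Fat tissue in the sample would bring further fat genes with it, and 10 of these had a median of 0.048, which with the spread between members comes to 0.23, narrowly under the bound of 0.25 set against fat tissue before the test; 1 of them, Apoc1 (2.40, chosen after its value was seen), was at least 2-fold higher. For 6 of them the control level lay below the rise of Adipoq, 6.69 FPKM, so a high level in the heart would not hide a rise. Their median was 0.11 and comes to 0.38 with the spread, past that bound. No levels of these genes in fat tissue were used, so the test cannot decide and fat tissue stays open. Lipid synthesis induced in cardiomyocytes as the whole cause stays open, since the 5 fat genes taken to have no role in it (median 2.18), Adipoq (1.55 and 8.24 FPKM in control and HIF-PPN hearts), Car3 (6.68 and 30.3 FPKM), Cfd, Retn and Ucp1, are all among the 12 adipocyte markers that were at least 2-fold higher. The most abundant marker was Fabp4, also a gene of heart endothelium and chosen after its value was seen, at 916 and 1233 FPKM.

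Clock genes that peak with Dbp, outside those the paper discusses, were higher in 9 of 9 cases, with a median log2 fold change of 0.56. The 3 genes that peak with Arntl were all lower, with a median of −1.84. Another time of day of tissue collection would also move further clock output genes, and 4 of these (Por, Tspan4, Usp2 and Wee1) had a median of 0.58. HIF1 acting on the clock may give the same directions, so both explanations stay open and cannot be told apart, since no time of collection is given for either group.

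Ehbp1l1, which the paper used to normalize its PCR data and did not report from the sequencing, was at 52.1 FPKM in control hearts and 71.2 FPKM in HIF-PPN hearts (log2 fold change 0.45). This difference has no replicate check. The paper chose the gene on earlier work in which hypoxia did not alter it. The PCR in its figures is from post-MI hearts and HL-1 cells, so the value here does not measure Ehbp1l1 in those samples.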

How the results depend on the processing

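All alternatives reported here were planned. Of the main results under their alternatives, 77 kept their size, 23 moved and 5 reversed. For single named genes, 263 kept their size and 58 moved. None of these changed sign, but a pseudocount added to both groups cannot change a sign, and centring shifted each value by only 0.010. Among the 77, 3 medians near 0 changed sign: heme and iron, −0.0100 with centring and −0.0089 without members found in Supplementary Table 1, and CaMK2 genes, −0.0077 with centring. A value counted as kept within 0.1 on the log2 scale, since no replicates give a spread, and a number of genes within 1.5 times. With a 1.5-fold threshold, fold alone gave 656 genes up and 484 down. At a log2 fold change of 1.5, 57 upregulated and 23 downregulated genes of Supplementary Table 1 passed, and 125 and 56 genes by fold alone. With 1 FPKM in both groups, fold alone gave 117 up and 69 down, and with no filter 823 and 587. With a pseudocount of 5 FPKM, Supplementary Table 1 gave 23 genes up and 16 down, and fold alone gave 44 up and 20 down. Higher thresholds, stricter filters and larger pseudocounts pass fewer genes by construction. Without members found in Supplementary Table 1, the medians were −0.00076 for HIF1 targets, 0.70 for DNA replication, −0.31 for ion channels, 0.31 for serine and one-carbon metabolism, 0.30 for the clock, −0.11 for CaMK2 genes (positive with all members), 0.36 for adipocytes, −0.98 for skeletal muscle, −0.18 for atrial markers and 0.47 for sympathetic markers, where the lists are shorter by construction. With all genes that have a fold change, skeletal muscle was at 0.20, lymphocytes at −0.25, erythroid cells at 0.57 and sympathetic markers at 0.47; these lists have from 2 to 6 expressed members, and the cause was not tested. Rbfox1 and Camk2g kept their size under pseudocounts of 0.1 and 1 FPKM and under centring, and their direction could not change under these alternatives. No paired analysis was possible because there is 1 value per group, in which the animals are merged. Other FDR thresholds, calls with no fold threshold, renewed adjustment of p-values, other tools, replicates left out and a replicate block were not run, since the values used hold no p-values, q-values or single samples. Depth is unknown, so it sets no limit that can be stated.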

Differences from the paper's values

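The log2 fold changes of 187 of 199 matched genes of Supplementary Table 1 lay within 0.01 of the paper's. The 12 others were as follows. For Eln the paper's value is −1.143 and the value here −0.90. For Fah the paper's value is 1.48 and the value here 0.58. For Ctla2a they are 1.35104 in the paper and 0.81 here. For Pfkp they are 1.26902 in the paper and 0.94 here. For Apln they are 1.13 in the paper and 0.87 here. For Mif they are 1.09622 in the paper and 0.37 here. For Dcbld2 they are 1.08182 in the paper and 0.48 here. For Egln3 they are 1.06792 in the paper and 0.62 here. For Lgals1 the paper gives 1.06532, against 0.70 here. For Cpox the paper gives 1.05495, against 0.83 here. For Rhoc the paper gives 1.0455, against 0.92 here. For Dhdh the paper gives 1.01707, against 0.68 here. For none of these 12 genes did an alternative set before the data were examined (pseudocounts of 0.1, 1 and 5 FPKM, and centring on the median of expressed genes) bring the value to the paper's, and the direction is the same in all 12. All 12 values here are smaller in size than the paper's. A pseudocount only shrinks a fold change, so these pseudocounts could not have closed the gaps.

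For Rbfox1 the paper's bars stand at about 8.7 FPKM in control hearts and about 4.6 FPKM in HIF-PPN hearts in Fig. 5A, read by eye, and the values here are 21.0 and 9.69 FPKM. No alternative set before the data were examined changes an FPKM value, so none closes this gap. The ratio of the groups goes the same way in both.

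The paper states that Srsf1 was increased in HIF-PPN hearts; here its log2 fold change was −0.15. For Srsf2 and Rbfox1, named with it, the directions here, 0.34 and −1.11, are the paper's.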

Other observations

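No test in this part bears on an explanation, and the groups below were chosen for report after their values were seen, from lists that were all computed. Immediate early genes were lower in HIF-PPN hearts in 15 of 17 cases (median log2 fold change −0.39, below each of the 10000 random lists), with the AP-1 subunit gene Fos at 3.70 FPKM in control hearts and 1.49 FPKM in HIF-PPN hearts (log2 fold change −1.31), the phosphatase gene Dusp1 at −0.80 and the transcription factor gene Klf2 at −0.59. Macrophage and neutrophil markers were lower in 14 of 15 cases (median −0.35, below each of the random lists), among them the complement genes C1qa (−0.35) and C1qc (−0.43). Genes of the circadian clock had a median of 0.41, above each of the random lists, with 11 of 17 higher, among them Dbp (36.3 and 76.3 FPKM, log2 fold change 1.07) and Ciart (1.18). Genes of heme and iron had a median of 0.00042 (percentile 45.0) with members at both ends, the heme synthesis gene Alad at 10.0 and 23.1 FPKM (log2 fold change 1.21) and the transferrin receptor gene Tfrc at 104 and 24.8 FPKM. Markers of sympathetic neurons and chromaffin cells had a median of −1.22 over 5 expressed members, 4 of them lower, below each of the random lists, but the median was 0.47 with all members that have a fold change and also with members found in Supplementary Table 1 left out.

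Skeletal muscle markers had a median of 0.49 (percentile 99.9) over 6 expressed members, with Casq1, Myot and Mybpc2, which is also in the fetal and stress program, higher, while Tnni2, chosen after its value was seen, was at −2.73. Of these 6 members, 3 were higher, and the median was 0.20 with all members that have a fold change and −0.98 with members found in Supplementary Table 1 left out. Fibroblast markers had a median of −0.21 (percentile 0.15), with Dcn at −0.22 and Mgp at 0.43. Endothelial markers had a median of −0.11 (percentile 5.77), with Cdh5 at −0.068 and Pecam1 at 0.099. The medians were −0.018 for smooth muscle and pericytes (percentile 37.3, with Acta2 at −0.87), −0.097 for lymphocytes (percentile 32.0) and −0.36 for erythroid cells (percentile 3.68), the last over 2 expressed members and at 0.57 with all members that have a fold change.

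Of the calcium handling genes that the paper names, Ryr2, the release channel gene of the sarcoplasmic reticulum, was at 193 FPKM in control hearts and 116 FPKM in HIF-PPN hearts (log2 fold change −0.74), Pln (phospholamban) at 4834 and 3095 FPKM (−0.64) and the calcium pump gene Atp2a2 at 4486 and 3507 FPKM (−0.36). The ketohexokinase gene Khk had a log2 fold change of −0.37 and the splicing factor gene Sf3b1 of 0.021.

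Among the primers of Table 1, the sequence printed as the forward primer for total Camk2g, GATGGGGTAAAGGAGTCAACTG, occurs in 7 Camk2d transcripts and in 0 Camk2g transcripts of the GENCODE annotation of NCBIM37, and it is also printed as the forward and the reverse primer for Camk2d. The reverse primer for total Camk2g matches 4 Camk2g transcripts, among them v1, v2 and v3. Each reverse primer printed for v1, v2 and v3 matches 1 Camk2g transcript, the variant it is named for.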
